# Gestational diabetes in mice induces hematopoietic memory that affects the long-term health of the offspring

**DOI:** 10.1172/JCI169730

**Published:** 2024-01-16

**Authors:** Vinothini Govindarajah, Masahide Sakabe, Samantha Good, Michael Solomon, Ashok Arasu, Nong Chen, Xuan Zhang, H. Leighton Grimes, Ady Kendler, Mei Xin, Damien Reynaud

**Keywords:** Hematology, Inflammation, Cardiovascular disease, Diabetes, Hematopoietic stem cells

## Abstract

Gestational diabetes is a common medical complication of pregnancy that is associated with adverse perinatal outcomes and an increased risk of metabolic diseases and atherosclerosis in adult offspring. The mechanisms responsible for this delayed pathological transmission remain unknown. In mouse models, we found that the development of atherosclerosis in adult offspring born to diabetic pregnancy can be in part linked to hematopoietic alterations. Although they do not show any gross metabolic disruptions, the adult offspring maintain hematopoietic features associated with diabetes, indicating the acquisition of a lasting diabetic hematopoietic memory. We show that the induction of this hematopoietic memory during gestation relies on the activity of the advanced glycation end product receptor (AGER) and the nucleotide binding and oligomerization domain-like receptor family pyrin domain-containing 3 (NLRP3) inflammasome, which lead to increased placental inflammation. In adult offspring, we find that this memory is associated with DNA methyltransferase 1 (DNMT1) upregulation and epigenetic changes in hematopoietic progenitors. Together, our results demonstrate that the hematopoietic system can acquire a lasting memory of gestational diabetes and that this memory constitutes a pathway connecting gestational health to adult pathologies.

## Abstract 2

Adult offspring born from diabetic pregnancy acquire a lasting hematopoietic memory that contributes to long-term adult pathology.

## Introduction

One in six pregnancies is affected by some form of gestational diabetes (GD), a prevalence that is steadily rising in the context of the worldwide epidemics of obesity and early diabetic onset (1). Of these cases, 80% are classified as gestational diabetes mellitus (GDM), which present an episode of glucose intolerance associated with the metabolic disruptions occurring during the second or third trimester of the pregnancy. The remaining cases arise earlier in pregnancy and are referred to as diabetes in pregnancy. They include women with prediabetes who become diabetic during pregnancy or women with overt type 1 or type 2 diabetes who have difficulty regulating their glycemia during pregnancy. When untreated, this condition has direct short-term consequences on pregnancy, with poor maternal and offspring outcomes, including increased risk of retinopathy, nephropathy, and preeclampsia for the mother and congenital cardiac malformation, macrosomia, and jaundice for the newborn (2, 3). Early diagnosis and advances in maternal glucose control have greatly mitigated the perinatal consequences of GD for the mothers and the offspring (2–4). However, these advances have only marginally affected its long-term consequences. Exposure to hyperglycemia in utero remains associated with long-term morbidities in adult offspring, including increased risk of metabolic diseases, atherosclerosis, and cardiovascular diseases (5–9). The mechanisms driving this pathological transmission across generations remain unknown.

Here we establish two reliable genetic and pharmacological mouse models that emulate the adverse perinatal and long-term consequences associated with GD in human. In these models, we reveal the existence of a lasting hematopoietic memory associated with GD that contributes to the increased susceptibility to atherosclerosis of the adult offspring. Mechanistically, we show that the acquisition of the hematopoietic memory during diabetic gestation relies on the activity of the advanced glycation end product receptor (AGER) pattern recognition receptor and the nucleotide binding and oligomerization domain-like receptor family pyrin domain-containing 3 (NLRP3) inflammasome to promote placental inflammation. Finally, we show that this memory is associated with epigenetic changes in hematopoietic stem and progenitor cells (HSPCs) and progenitor cells. Together, our results highlight important pathways that connect maternal and fetal health to adult pathologies. Notably, they demonstrate that the hematopoietic system can acquire a lasting memory of gestational events and that transgenerational hematopoietic memory could be an important “effector” of pathologies in adulthood.

## Results

### Two independent genetic and pharmacological models of diabetes in pregnancy.

We conducted our studies in 2 independent mouse models of diabetes in pregnancy. First, we used a mouse genetic model of type 1 diabetes (*Ins2^Akita/J^*) under a rigorous breeding scheme (Figure 1A). C57BL/6-backcrossed *Ins2^Akita/J^* mice carry a spontaneous mutation in the *Ins2* gene that induces the toxic folding of the insulin protein, leading to reduced β cell mass and impaired insulin secretion (10). Mice heterozygous for the *Ins2^Akita^* mutation displayed normal weight and a diabetic profile with hyperglycemia, but not hyperinsulinemia. The colony was maintained by crossing *Ins2^Akita/+^* males to C57BL/6 females to limit intergenerational GD and potential germline alterations. To reinforce the hyperglycemia phenotype in females, F1 heterozygote *Ins2^Akita/+^* and WT littermate females were fed with high-fat diet (HFD) (60 kcal% fat) for 3 weeks before breeding with C57BL/6 males (Figure 1A). In this condition, *Ins2^Akita/+^* dams displayed high nonfasting blood-glucose levels during gestation (measured at gestational days G10±1 and G17±1) (Figure 1C). To independently validate our results, we established a pharmacological C57BL/6 mouse model, based on a 2-hit approach that combines HFD with 3 injections of streptozotocin (STZ) (60 mg/kg/d) to target maternal pancreatic β cells and induce diabetes (Figure 1B) (11). STZ administration was completed 1 week prior to mating, precluding any direct impact of STZ on the offspring. In this model, dams developed hyperglycemia during gestation with a late-stage peak at G17±1 (Figure 1D). Consistent with human pathology, both animal models showed an increase in perinatal adverse events (for ~15% of the dams), including cases of stalled labor, dystocia, and pup mortality (data not shown) (2). Offspring (F2) were maintained under regular 13 kcal% fat diet from birth into adulthood and analyzed as adults at 8 to 12 weeks of age. Analyses were performed on WT offspring that did not carry the diabetogenic mutation (denoted hereafter as WT^Akita^) or were not directly exposed to STZ treatment (denoted hereafter as WT^STZ^). GD offspring were compared with control (Ctrl) mice born to normal pregnancy generated through a similar breeding scheme. As expected, GD offspring showed no gross metabolic abnormalities at weaning (4 weeks) and adulthood (8 weeks) when assessed by (a) body weight, (b) nonfasting or fasting blood glucose, and (c) glucose-tolerance test (GTT) or insulin-tolerance test (ITT) (Figure 1, E and F, and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI169730DS1). Together, our results describe 2 independent GD mouse models with gestational hyperglycemia and perinatal adverse features that recapitulate human pathology. They show that offspring born to these models of diabetic pregnancy do not present major metabolic abnormalities or glycemic alterations when analyzed during early adulthood.

### Diabetic pregnancy promotes atherosclerosis development in adult offspring.

In human populations, GD has been associated with early onset of atherosclerosis development in offspring (8, 9). To assess whether the mouse models mimic human pathology, we induced GD in atherosclerosis-prone *Apoe*-KO mice using the STZ protocol and challenged the offspring with HFD to favor atherosclerosis development (Figure 2, A and B). As described in WT mice, adult GD *Apoe^–/–^* offspring did not display any changes in body weight or gross glycemic alterations (Figure 2C). However, aortic valve histological examinations showed accelerated atherosclerosis development in GD offspring compared with Ctrls (Figure 2D). Notably, we observed increased inflammation, lipid deposition, and cartilaginous metaplasia in the aortic valves (Figure 2E and Supplemental Figure 2, A and B). We then used hematopoietic transplantation to assess the contribution of the hematopoietic system to the atherosclerotic phenotype. Saturating amounts of BM cells (5 × 10^6^) isolated from Ctrl or GD WT^Akita^ offspring were transplanted into *Apoe^–/–^* irradiated recipient mice that were subsequently challenged with HFD (Figure 2F). Transplanted mice showed no overt glycemic alterations (Figure 2G). The severity of the atherosclerotic features was reduced in *Apoe^–/–^* recipient mice, consistent with previous reports (12, 13). However, even in this context, recipient mice transplanted with GD offspring BM showed an increase in aortic valve atherosclerotic lesions (Figure 2, H and I, and Supplemental Figure 2C). These lesions in the *Apoe^–/–^* recipients were associated with exacerbated monocytosis and accumulation of aortic myeloid cells (Supplemental Figure 2, D and E) (14, 15). Together, these results validate the use of the 2 GD mouse models to mimic the pathological conditions described in human cohorts born to diabetic pregnancy. They also suggest that the hematopoietic system contributes, at least to some extent, to atherosclerosis development in adult GD offspring.

### Long-term alterations of the steady-state hematopoiesis in offspring born to diabetic pregnancy.

We next performed a comprehensive analysis of the hematopoietic compartments present in the BM of 8-week-old WT^Akita^ mice born to diabetic pregnancy (Figure 3A) (16). While BM cellularity was not dramatically affected, we found that steady-state hematopoiesis was skewed toward the myeloid lineage (Figure 3B). We analyzed the immature Lineage^–^c-Kit^+^Sca-1^+^ (LSK) BM compartment subfractionated based on the expression of the marker Flt3, CD150, and CD48 (Figure 3C and Supplemental Figure 3A). GD did not affect the frequency and phenotype of the hematopoietic stem cells (HSCs) defined as LSK/Flt3^–^CD48^–^CD150^+^ (HSC-SLAM). In contrast, we observed an expansion of the short-term multipotent progenitors MPP3 and MPP4, defined as LSK/Flt3^–^CD48^+^CD150^–^ and LSK/Flt3^+^CD48^+^CD150^–^, respectively. This was associated with an expansion of the myeloid committed progenitors (granulocyte/macrophage progenitor [GMP]: Lineage^–^c-Kit^+^Sca-1^–^CD34^+^FcγR^+^) (Figure 3D). Functionally, a decrease in the quiescence of the HSC compartment was detectable by intracellular Hoechst 33342/Ki67 staining (Figure 3E). HSC activation was further confirmed by reduced nuclear localization of FOXO3, a key regulator of HSC quiescence (17) (Figure 3F). This activated phenotype was associated with a loss of HSC fitness in competitive transplantation assay (Figure 3, G and H) (18). Similar BM myeloid skewing was observed in the pharmacological STZ model with an expansion of the MPP4 and GMP compartments (Supplemental Figure 3, B–D). Although we did not observe a major alteration of the HSC quiescence at steady state, competitive transplantation assay revealed a similar loss of HSC fitness (Supplemental Figure 3, E–H).

Together, these results suggest a long-lasting effect of GD on the offspring hematopoietic system that persists into adulthood. We observed marks of activation of the HSC compartment and an expansion of key hematopoietic myeloid progenitors (MPP and GMP). Although these alterations did not lead to any overt hematological pathologies at the time of analysis, they signal the persistence of a latent dysregulated hematopoietic state in offspring born to diabetic pregnancy.

### GD offspring display altered hematopoietic response to inflammatory cues.

We assessed the functional effect of GD on the ability of the offspring hematopoietic system to respond to inflammatory challenge (Figure 4A). We used LPS to mimic bacterial infection in Ctrl and GD WT^STZ^ offspring and in adult diabetic *Ins2^Akita/+^* males (nonfasting blood glucose: 390.7 ± 57.7 mg/dL, *n* = 10). As expected, LPS treatment led in all conditions to a decrease of the BM cellularity and a reduction of the number of BM myeloid cells (Figure 4B). In contrast, we observed an altered hematopoietic stress response in WT^STZ^ GD offspring and diabetic *Ins2^Akita/+^* mice, phenotypically characterized by limited MPP3 expansion and a slow recovery of the GMP compartment (Figure 4C). This phenotype in GD offspring was associated with a reduced inflammatory cytokine response, particularly for IL-6, IL-12p70, and, to a lesser extent, IFN-γ, TNF-α, MCP1, and MIP2 (Figure 4D). It is noteworthy that similar alterations were found in a model of viral infection using polyinosinic:polycytidylic acid (pIC), suggesting that these functional characteristics are not linked to a specific inflammatory pathway (Supplemental Figure 4, A–D). These results indicate that GD leads to lasting disruption of the hematopoietic stress response in the offspring. Although GD offspring do not display any gross metabolic defects, we observed that they mimic the hematopoietic features found in diabetic mouse models. Thus, these results suggest the existence of a long-term functional glycemic memory in adult offspring born to diabetic pregnancy.

To confirm these observations, we generated BM-derived macrophages (BMDMs) from adult Ctrl, GD WT^Akita^, and WT^STZ^ offspring, along with diabetic *Ins2^Akita/+^* mice (Figure 4E). We did not observe any qualitative or quantitative defects in BMDM generation based on cell number and immunophenotype (data not shown). As expected, all BMDMs acquired an inflammatory phenotype upon treatment with LPS (10 ng/mL) and IFN-γ (10 ng/mL), as assessed by the acquisition of the CD86 marker and the expression of inflammatory cytokines such as *Il6*, *Il1a*, and *Tnf* (Supplemental Figure 4E and data not shown). However, we found that BMDMs generated from WT^Akita^ and WT^STZ^ GD offspring were reduced in number after activation compared with Ctrl (Figure 4F). This loss of cellularity was detectable as early as 3 hours after activation (Supplemental Figure 4F). Consistent with the maintenance of a functional glycemic memory, this property of BMDMs generated from GD offspring mimicked the behavior of BMDMs derived from diabetic *Ins2^Akita/+^* mice. Importantly, this property was maintained when GD offspring BM cells were transplanted into normal congenic mice (Figure 4G). Thus, BMDMs generated from recipient mice 6 months after BM transplantation maintained a heightened sensitivity to inflammation (Figure 4H). Together, these data show that BMDMs generated from GD offspring and diabetic mice share functional properties that are distinct from those of Ctrl BMDMs. Results in the BM transplantation setting demonstrate that the diabetic memory generated in GD offspring is an intrinsic hematopoietic property supported by alterations in the HSC compartment.

### Sterile inflammation contributes to the induction of the GD hematopoietic memory during pregnancy.

We hypothesized that damage-associated molecular patterns (DAMPs) linked to hyperglycemia could contribute to the in utero induction of the GD hematopoietic memory (19). AGER is a receptor for several metabolic stress signals, such as advanced glycation end products (AGEs), HMGB1, and S100 proteins (20). Previous reports have demonstrated the role of AGER in GD-associated fetal alterations (21, 22). We used a loss-of-function approach to determine the contribution of AGER to the development of a GD hematopoietic memory. We treated *Ager*-deficient (*Ager^–/–^*) dams with STZ to generate GD mutant offspring (Ager^STZ^) (Figure 5A). Mutant dams did not show any alterations of the diabetic phenotype during pregnancy compared with their WT counterparts (Supplemental Figure 5A). Adult GD offspring were evaluated by BM phenotypic analysis at steady state and functional BMDM assessment, two defining criteria of GD hematopoietic memory in WT mice (Figure 5B). Based on these readouts, we observed that the disruption of the AGER pathway blocks the acquisition of the GD hematopoietic memory in offspring (Figure 5C). Targeted gene invalidation in the dam (by crossing male WT with female *Ager^–/–^*) or in the fetus (by crossing male *Ager^–/–^* with female *Ager^+/–^* and selecting *Ager^–/–^* offspring) demonstrate that this pathway is specifically required in the mother for the induction of the GD hematopoietic memory in the offspring (Supplemental Figure 5, B and C). These results show that the maternal AGER pathway is a primary inducer of the diabetic hematopoietic memory and suggest the existence of secondary signals that affect the hematopoiesis of the offspring.

We hypothesized that sterile inflammation could be central to these secondary signals. We tested the NLRP3 inflammasome, which is a known regulator of sterile inflammation and which has been associated with GD and pregnancy complications (23, 24). We assessed NLRP3 as previously described for AGER (Figure 5A). Global NLRP3 targeting did not affect the dam GD (Supplemental Figure 5D), but did prevent the acquisition of the GD hematopoietic memory in offspring (Nlrp3^STZ^) (Figure 5D). Unlike AGER, NLRP3 was required in both the dam and the fetus (Supplemental Figure 5, E and F). Furthermore, we found that the GD hematopoietic memory correlates with placental inflammation. We observed an expansion of the macrophage population in placenta of WT^STZ^ offspring that develop a hematopoietic memory, but not in Ager^STZ^ and Nlpr3^STZ^ offspring (Figure 5E). As expected, accumulation of placental macrophage was associated with expression of inflammatory cytokine genes, such as *Il6*, *Ccl2*, *Il1b*, and *Tnf*. (Figure 5F and Supplemental Figure 5G). These results were strengthened by RNA-Seq analyses performed on CD45^+^ cells isolated from placenta, which confirmed the link between GD and placental inflammation and its dependence on NLRP3 (Figure 5G, Supplemental Figure 5H, and Supplemental Table 1). Together, these results show that induction of the GD hematopoietic memory in offspring requires the AGER/NLRP3 pathways and is associated with sterile placental inflammation.

### DNA methylation contributes to the maintenance of the GD hematopoietic memory during adulthood.

Next, we investigated the mechanisms that support the persistence of the GD hematopoietic memory in adult offspring. Diabetes has been associated with epigenetic changes (25). Particularly, hematopoietic alterations in diabetic mice have been linked to alterations in the DNA methylation landscape and increased expression of DNA methyltransferase 1 (Dnmt1) (26). In LSK cells, we confirmed a specific increase of DNMT1 but not DNMT3a protein in adult diabetic *Ins2^Akita/+^* and STZ-treated mice (Figure 6A). Interestingly, we found that LSK cells from GD adult offspring show a similar increase of DNMT1 protein, even as the models do not display overt hyperglycemia. Using reduced representation bisulfite sequencing (RRBS) analysis, we found that DNMT1 upregulation correlates with methylome alterations in HSPCs of adult GD offspring. It particularly affected genes that respond to reactive oxygen/nitrogen species, which are important features of diabetes (27), and gene pathways previously found differentially methylated in cord blood cells from diabetic pregnancy (e.g., cell-cell adhesion, MAPK signaling, cytosolic transport) (28) (Supplemental Figure 6A and data not shown). These results were reinforced by transposase-accessible chromatin sequencing (ATAC-Seq) assay performed in LSK cells isolated from adult Ctrl and GD offspring (Supplemental Figure 6, B–D). 

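Accessible chromatin was profiled by ATAC-Seq, in which a transposase cuts and tags open DNA, in LSK cells, the bone marrow population that holds hematopoietic stem cells and multipotent progenitors. The files cover 3 libraries from Ctrl offspring and 4 from WTAkita offspring, wild-type mice born to diabetic Akita dams, each made from 50000 sorted cells of mice 8 to 12 weeks old. The paper calls the libraries biological replicates and, for cell sorting in general, describes pools of bone marrow cells. How many mice a library holds is not given in the sources used here, so p-values measure the spread between libraries. The authors trimmed and aligned the reads to mm10, removed duplicates and called peaks in each library on its own with MACS2, without a control library. Each deposited list gives the position of a peak, its fold enrichment over the local background of the same library, and its p and q on a −log10 scale. These fold enrichments are the authors' values.
The 3 Ctrl libraries held 141709, 147698 and 142276 peaks, and the 4 WTAkita libraries held 137963, 140881, 151552 and 147979. The group means were 143894 ± 3306 (SD, n = 3) and 144594 ± 6262 (SD, n = 4), a difference within the spread between libraries (exact permutation test, two-sided, p = 0.971). The number of tags behind each list, estimated from the background that MACS2 used, was 47800000, 51900000 and 37600000 in Ctrl and 49300000, 53100000, 40500000 and 44800000 in WTAkita, where the study aimed at over 120000000 read pairs per sample. The share of peaks within 1000 bp of a transcription start site was 14.9% ± 0.37 (SD, n = 3) in Ctrl and 14.9% ± 0.60 (SD, n = 4) in WTAkita. The median fold enrichment of a list was lowest in WTAkita replicate 1, at 5.25, followed by WTAkita replicate 2 at 5.78 and Ctrl replicate 1 at 5.79, and it lay between 6.32 and 6.59 in the other 4 libraries.
Following the study's rule, peaks present in at least 75% of the libraries of a group were kept and joined at 50% overlap, which gave 132484 consensus regions. Of these, 104800 were called in all 7 libraries. For these shared regions the fold enrichments were ranked within each library and set to a common distribution by quantile normalization, so that differences below are changes of rank on a log2 scale. They were tested with limma. The read counts under peaks that the study tested were not used here. Where a neighbouring peak of a library also touches a region, the region takes the higher of their values, which affected 1210 of the 104800 regions in at least 1 library.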

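Most accessible sites were shared between Ctrl and WTAkita LSK cells. Of the 132484 consensus regions, 113081 (85.4%) belonged to the consensus of both groups. Among the regions with the clearest separation of the groups, an intronic site of St6galnac3, a sialyltransferase gene, on chromosome 3 of mm10 from 153616478 to 153617744 had a log2 fold enrichment of 3.67 ± 0.033 (SD, n = 3) in Ctrl and 4.04 ± 0.018 (SD, n = 4) in WTAkita. A site in an intron of Itpr1, which encodes a calcium channel of the endoplasmic reticulum, on chromosome 6 from 108465870 to 108466710 differed by 0.55 (standard error 0.12). An intronic site of Ttll9 on chromosome 2 from 152982731 to 152983058 differed by 0.67 (standard error 0.15). In the other direction, an intergenic site on chromosome 6 from 117660470 to 117661075 was at 4.13 ± 0.035 (SD, n = 3) in Ctrl and 3.58 ± 0.11 (SD, n = 4) in WTAkita, with an adjusted p of 0.653 from limma. An intron of Lcorl on chromosome 5 from 45718877 to 45719590 differed by -0.49 (standard error 0.10). None of these 5 sites passed the adjusted test (adjusted p of 0.653 for the intergenic site and of 1.00 for each of the others, from limma).
At an adjusted p under 0.05 from limma, 1 region was higher in WTAkita and 4 were lower. The higher one was in a coding exon of Notch4, a Notch receptor gene, on chromosome 17 from 34572252 to 34572831, with a difference of 1.3 (standard error 0.16, adjusted p = 0.0458 from limma). The lower ones were in introns of Emp2 (difference -2.48), Fcho2 (-2.17, 139 bp from its start site) and Pgs1 (-1.18), and near Ermard (-0.87). The region near Ermard was 144 bp from the Ermard start site, in an intron of Gm3448 and Tcte3. All 5 took their value in at least 3 libraries from a stronger neighbouring peak that touches the region. With 1 library left out the consensus regions were redrawn. The difference was then 0.31 at Notch4 and -0.09 at Fcho2 without WTAkita replicate 1, and 0.11 at Emp2 without Ctrl replicate 3. In the main regions the 4 WTAkita libraries were at 2.7, 3.09, 3.07 and 2.71 at Notch4. The 3 Ctrl libraries were at 4.32, 4.24 and 4.08 at Emp2. At Fcho2 no WTAkita library was above 1.81 and no Ctrl library below 3.57. The loss of 1 library from these regions cannot give such differences, so they are not put down to 1 library. When only peaks sharing at least 50% of the shorter length gave a value, an alternative chosen after the data were examined, none of the 5 passed (differences of 0.02, -0.09, 0.03, -0.05 and -0.01, in the same order), no other region did, and 1813 regions were higher and 2193 lower at an unadjusted p under 0.05. With summit pileup scaled by the number of tags, also chosen after the data were examined, 9 regions were higher and 31 lower at an adjusted p under 0.05 from limma. That scaling moved the median of all regions by -0.12.
At an unadjusted p under 0.05, 3971 of the 104800 regions (3.79%) differed. With the further limit of a log2 difference above 0.58 in size, as in Supplemental Figure 6, 143 regions were higher in WTAkita and 168 were lower (46.0% higher), and with median centring in place of quantile normalization 192 were higher and 124 lower (60.8% higher). With summit pileup scaled by the number of tags, an alternative chosen after the data were examined, 134 were higher and 626 lower (17.6% higher). With 1 library left out and the regions redrawn, 185 to 337 were higher and 217 to 404 lower. Of the regions at these limits, 14.0% of the higher and 14.3% of the lower ones lay within 1000 bp of a transcription start site, against 17.2% of all tested regions. The groups did not overlap in 4937 regions (4.71%), where chance gives 5.71%.
Libraries of a group varied. The first principal component, with 27.4% of the variance, placed WTAkita replicate 1 at 69.9, Ctrl replicate 1 at 21.9 and WTAkita replicate 2 at 9.77, and the other 4 libraries between -29.5 and -22.8. The group means on it were -10.5 ± 28.2 (SD, n = 3) in Ctrl and 7.90 ± 44.3 (SD, n = 4) in WTAkita (exact permutation test, two-sided, p = 0.686).

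**Figure D1:**
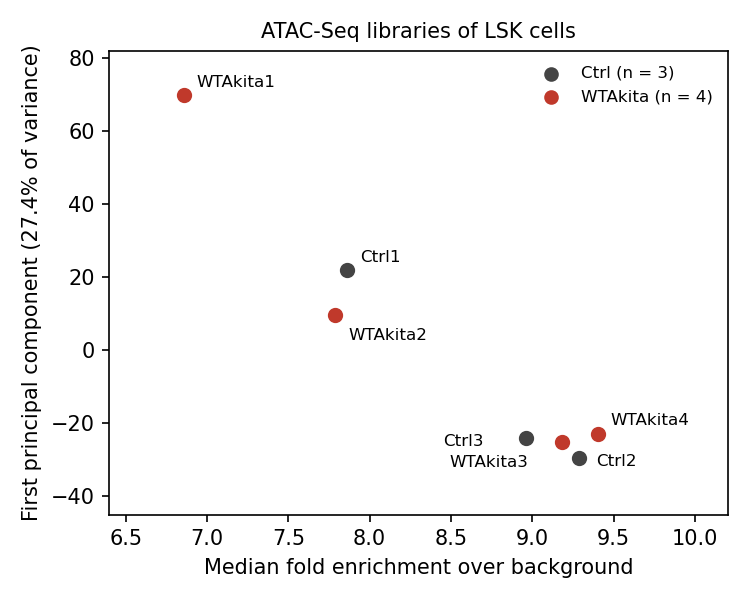
First principal component of the normalized log2 fold enrichment of the 104800 shared regions (vertical axis) against the median fold enrichment of those regions before normalization (horizontal axis). Each point is 1 library, gray for Ctrl and red for WTAkita. WTAkita replicate 1 sits at the top left, at 69.9, and both groups have libraries among the 4 at the lower right.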

Despite some degree of variability between replicates, differential analysis of the accessible sites showed differences in the chromatin structure in Ctrl and GD LSK compartments. Particularly, we observed a reduced accessibility in GD offspring that affects genes involved in metabolism, oxidative stress, and inflammation pathways. 

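Promoter accessibility was compared for gene lists fixed before the data were examined, with 1 region within 1000 bp of a transcription start site per gene and 15264 genes in all. In each of the lists below, no member rose or fell at an adjusted p under 0.05 from limma, and none did when adjusted over the list alone. For metabolism, 81 genes of the respiratory chain had a promoter region. Of these, 56 were above 0 and 25 below, with a mean log2 difference of 0.024 between WTAkita and Ctrl. With summit pileup scaled by the number of tags, chosen after the data were examined, the mean was -0.14, and the median of all promoters was -0.13. The study chose this theme on these samples, so its direction is not independent evidence. Cox11, a copper chaperone of cytochrome oxidase, differed by 0.22 (standard error 0.098), and Uqcr11, a subunit of complex III, by 0.17. Atp5g2 and Ndufb10, subunits of ATP synthase and of complex I, differed by -0.16 and -0.15 (-0.24 to -0.11 without 1 library for Ndufb10). Of 25 genes of the tricarboxylic acid cycle and pyruvate metabolism, 19 were above 0 and 6 below, with Idh3b at 0.16, Suclg1 at 0.14 (0.08 to 0.20 without 1 library), Idh3g at -0.07 (-0.11 to -0.04) and Suclg2 at -0.07 (-0.09 to -0.04). Of 21 genes of glycolysis, 15 were above 0 and 6 below, with Gpi1 at 0.21, Pfkp at 0.13, Pfkm at -0.08 (-0.11 to -0.05 without 1 library) and Tpi1 at -0.06 (-0.12 to 0.00).
For oxidative stress, 35 antioxidant genes were measured, 27 above 0 and 8 below. Gpx3, a glutathione peroxidase, differed by 0.20 (standard error 0.12; 0.13 to 0.30 without 1 library) and Sesn1 by 0.14 (0.07 to 0.18), while the peroxiredoxin gene Prdx2 differed by -0.11 (-0.23 to 0.00) and Msra, which repairs oxidized methionine, by -0.10 (-0.26 to 0.06 without 1 library and 0.06 with the replicate block). For inflammation, 24 of 36 cytokine and NF-kB genes were above 0 and 12 below. The chemokine gene Cxcl1 differed by -0.44 (standard error 0.17, adjusted p = 1.00 from limma; -0.53 to -0.27 without 1 library), from 3.31 ± 0.29 (SD, n = 3) in Ctrl to 2.88 ± 0.23 (SD, n = 4) in WTAkita, and all 3 Ctrl libraries lay above all 4 WTAkita libraries. Il10 differed by -0.27, Ccl4 by 0.20 (0.09 to 0.34 without 1 library) and Tnfaip2 by 0.28. With the regions redrawn, Tnfaip2 was at -0.12 to 0.23 without 1 library and at -0.07 at a peak p under 1e-05. This range leaves out 0.28, so it is not that of 1 unchanged region. Of 19 genes listed for the inflammasome and AGER pathway, 15 had a promoter region, 13 above 0 and 2 below. Ager is not among the paper's genes with a promoter value, so this list is not read as a measure of Ager itself. Nlrc4 and Nlrp3, sensors of the inflammasome, differed by 0.27 and 0.23 (0.12 to 0.29 without 1 library for Nlrp3), and Aim2 and Casp1 by -0.18 and -0.04 (Casp1 at -0.11 to -0.01 without 1 library and at 0.05 without the 3 libraries of lowest median fold enrichment).
Each list was set against all promoters with camera, at a preset correlation of 0.01 between genes. Because the mean of all promoters was 0.027, a list can have a mean above 0 and lie below the other promoters. The adjusted p from camera was 0.950 for the respiratory chain (lower than other promoters), 0.524 for the tricarboxylic acid cycle, 0.910 for glycolysis, 0.910 for oxidative stress, 0.910 for cytokine and NF-kB genes (lower) and 0.305 for the inflammasome list (higher, unadjusted p = 0.0322 from camera). With an estimated correlation the adjusted p was 0.984 for each of them. Relative to all promoters, the inflammasome list was at 0.195 ± 0.017 (SD, n = 3) in Ctrl and 0.245 ± 0.021 (SD, n = 4) in WTAkita and the tricarboxylic acid cycle list at 0.431 ± 0.0091 (SD, n = 3) and 0.456 ± 0.019 (SD, n = 4), with all 4 WTAkita libraries above all 3 Ctrl libraries in both (exact permutation test, two-sided, unadjusted over the 19 lists, p = 0.0571 and p = 0.0857). The difference of the inflammasome list, 0.050, depended on the regions taken. It was 0.018 with start sites within 5000 bp and 0.0065 with the mean over all regions of a gene. That of the tricarboxylic acid cycle list, 0.025, was 0.031 and 0.014 in the same order. From its own differential analysis, the paper states that accessibility was reduced in these pathways in the offspring of diabetic dams.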

Although limited in scope, these analyses are consistent with the idea of epigenetic alterations in GD offspring. 

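Sites called in a single group were few and mostly weak. Of 180776 candidate regions found in any library, 231 were called in all 3 Ctrl and in no WTAkita library, and 179 in all 4 WTAkita and in no Ctrl library. A region split in this way has the smallest p that Fisher's exact test allows for 3 against 4, 0.0286, and with 410 such regions among 180776 no region could pass after Benjamini-Hochberg adjustment (smallest adjusted p = 1.00, Fisher's exact test), so the adjusted test says nothing of single regions. Within their lists these regions ranked low, at a median percentile of 13.0 of fold enrichment for Ctrl and 15.8 for WTAkita, and 9 and 10 of them lay within 1000 bp of a transcription start site. By mean rank the leading Ctrl sites without a touching peak in WTAkita were 93110 bp from the start of Rtl4 on chromosome X, in an intron of the agouti gene, 15327 bp from the start of Eif2s2, on chromosome 2, and 26957 bp from the start of Nmur2 on chromosome 11. The leading WTAkita sites without one in Ctrl were 94031 bp from the start of Arhgap32 on chromosome 9, in an intron of Hdac9 on chromosome 12, and in an intron of Kidins220 on chromosome 12.
Among 28 genes of DNA methylation and chromatin regulation, none rose or fell at an adjusted p under 0.05 from limma, nor when adjusted over the list alone (adjusted p = 0.910 for the list from camera, 0.984 with an estimated correlation). The promoter region of Dnmt1, which encodes the maintenance DNA methyltransferase, on chromosome 9 from 20952067 to 20953312, had a fold enrichment of 20.5 ± 3.05 (SD, n = 3) in Ctrl and 17.8 ± 1.51 (SD, n = 4) in WTAkita, a normalized log2 difference of -0.13 (standard error 0.089, adjusted p = 1.00 from limma). It was -0.05 without Ctrl replicate 2 and -0.20 without Ctrl replicate 3. For Dnmt3a the difference was -0.01 (standard error 0.096; -0.06 to 0.04 without 1 library), and for Arid1a, the member of the list farthest above 0, it was 0.15 (0.07 to 0.23).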

To assess the contribution of DNA methylation to the GD hematopoietic memory, we used a low dose of the DNA methyltransferase inhibitor 5-aza-2′-deoxycytidine (5-azadC) to reset the methylome profile in GD offspring (29, 30) (Figure 6B). GD WT^STZ^ offspring were analyzed immediately after treatment or following a 2-week recovery period. We observed that 5-azadC treatment affects BM cellularity without dramatically disturbing the hematopoietic hierarchy assessed by flow cytometry (Figure 6C and Supplemental Figure 6E). Hematopoietic parameters were normalized after the end of treatment (30). As expected, DNMT1 and DNMT3a protein levels in HSPCs were reduced by 5-azadC treatment, but were restored following treatment cessation (Figure 6D). By assessing the BMDM function, we found that hypomethylating treatment limits the loss of BMDM cellularity following inflammatory activation, consistent with a loss of the GD hematopoietic memory (Figure 6E). However, we found that this effect was temporary, as the BMDM phenotype remerges after treatment cessation (Figure 6E). Consistent with the idea of a GD hematopoietic memory, these results show that offspring born to diabetic pregnancy maintain into adulthood high expression of DNMT1, a molecular feature associated with overt diabetes. In addition, these results suggest that upregulation of DNMT1, and the associated changes in DNA methylation, is one of the factors supporting the GD memory in the hematopoietic system.

## Discussion

Our results demonstrate the existence of a hematopoietic memory associated with GD. It is tempting to speculate that this phenomenon is related to the hematopoietic memory recently established in the context of an immune response (31). Referred to as trained immunity, this concept proposes that the hematopoietic system not only directly responds to inflammatory signals but also can “remember” the inflammatory events, therefore heightening or dampening the response to secondary challenges (32, 33). This property, uncovered in short-lived innate immune cells, such as monocytes and macrophages, was expanded to hematopoietic progenitor cells (34, 35). Its persistence through BM transplantation suggests that it originates in HSCs (36, 37). Consistent with this finding, our work indicates that the HSC compartment is altered by GD, as shown by the persistence of the GD phenotype for over an 8-week growth period, from the neonatal period to adulthood. In adult GD offspring, we found an increased HSC activation at steady state and a loss of fitness upon transplantation. We observed that the abnormal BMDM function in GD offspring could be maintained in the BM transplantation setting for over a 6-month period. These results confirm that the hematopoietic system, and particularly the HSC compartment, are reactive to organismal metabolic stresses (17, 18, 38). They are also consistent with recent findings showing that endogenous “sterile” signals associated with Western diet or hyperglycemia can induce a memory in innate immune cells and their precursors (39–41).

Mechanistically, our work describes a scenario in which GD-associated stress signals promote the induction of the hematopoietic memory through activation of the AGER pathway. While AGER expression is low in most cell types in healthy conditions, it is upregulated in several disease states, including diabetes (42). In adults, AGER signaling has been shown to promote myelopoiesis in a hyperglycemic environment (43). AGER and its ligands S100A8/A9 also play a dominant role in myelopoiesis in the context of intermittent glycemic fluctuation (44). During pregnancy, AGER contributes to preeclampsia, preterm birth, and different congenital malformations associated with diabetic pregnancy (21, 22). Our data indicate that the AGER pathway is an essential upstream inducer of the GD hematopoietic memory. AGER belongs to a class of pattern-recognition receptors that recognize broad common features. We notice that Toll-like receptors (TLR4/TLR2), which share common ligands and signaling pathways with AGER, were not able to compensate for AGER deficiency (45, 46). This specific requirement of AGER may rely on specific ligands, which remain to be determined. It may also be related to a specific pattern of expression. Differential dam/offspring loss-of-function experiments demonstrate that maternal AGER is the contributor of this effect while fetal AGER is dispensable. This maternal specificity reveals the existence of secondary signals able to promote hematopoietic alterations in offspring. Consistent with this idea, we found that the maternal and fetal NLPR3 inflammasome are required for the induction of the GD hematopoietic memory. Although our results do not formally link AGER and NLRP3 activity, our work indicates that these signaling pathways affect the level of placental inflammation. We envision that the developmental window conducive to the acquisition of the diabetic memory occurs in late gestation during the HSC transition from a fetal to an adult identity, a stage that has been shown to be sensitive to inflammatory signals (47). We speculate that some of the mechanisms revealed in our study could also contribute to the persistent immune alterations recently described in the context of infection occurring during pregnancy (48). Together, our results are consistent with the well-established role of AGER and NLRP3 in controlling the physiological and pathological inflammatory processes of pregnancy (23, 49). They are also in line with the hematopoietic impact of these signaling pathways in situations of metabolic stress triggered by either oxidized low-density lipoprotein or hyperglycemia (40, 41, 43). Finally, our results highlight that AGER-dependent “sterile” inflammation processes occurring during pregnancy are not only key determinants of the immediate pregnancy outcome, but also affect the long-term health of the offspring (50).

Epigenetic alteration acquired in utero may constitute the link between GD and its effects on the health of the adult offspring (51). Human studies using placenta, umbilical cord, or adult peripheral blood as well as skeletal muscle and adipose tissue suggest persisting epigenetic alterations in the offspring, including DNA methylation, histone modifications, and miRNA expression (28, 52–55). However, these studies in adults were limited by the intrinsic diversity of the human populations, the multiple confounding environmental factors affecting the epigenome, and the difficulty in experimentally assessing the clinical relevance of these alterations. Mouse models bypass these limitations and therefore could be important tools for studying transgenerational transmission (56, 57). While our results in mouse models correlate DNMT1 upregulation with the persistence of a GD hematopoietic memory during adulthood, the full impact of DNMT1 overexpression on the DNA methylation landscape and chromatin structure in HSPCs remains to be elucidated. We found that treatment with a DNA methyltransferase inhibitor disrupts the maintenance of the hematopoietic memory. However, we notice that this pharmacological approach is temporary, as GD hematopoietic memory is rapidly restored after treatment. This may be linked to the limited ability of the pharmacological approach to effectively target and reprogram the immature HSCs that sustain this phenotype. Alternatively, this may suggest the existence of other epigenetic mechanisms able to restore increased DNMT1 expression and contribute to the maintenance of GD hematopoietic memory. As DNMT1 expression emerges as a marker of the impact of prenatal and adult glycemia on the hematopoietic system, a deeper analysis of the regulation of the *Dnmt1* locus in diabetes could improve our understanding of the mechanisms controlling the maintenance of the hematopoietic memory in offspring born to diabetic pregnancy (26).

Our work shows that GD hematopoietic memory is associated with the alteration of the hematopoietic response to acute inflammatory stress. In adult GD offspring, we observed a decrease in production of inflammatory cytokine in response to LPS. Similarly, BMDMs derived from GD offspring displayed an increased susceptibility to inflammatory signals that led to a reduced cellularity in culture. This inflammatory dampening contrasts with the apparent contribution of the GD hematopoietic memory to the development of atherosclerosis in offspring. The connection between these seemingly contradictory phenotypes remains to be established. Previous studies showed that myeloid cells isolated from diabetic patients and BMDMs cultured in diabetic conditions display a heightened activation of the NLRP3 inflammasome (58, 59). Here, we show that the NLRP3 inflammasome is required for the acquisition and/or the manifestation of the hematopoietic GD memory in offspring. In this context, we speculate that the GD hematopoietic response to acute inflammatory stimulation could be linked to NLRP3 hyperactivation, leading to an inflammatory form of cell death known as pyroptosis (60). Interestingly, pyroptosis is a key promoter of the inflammatory phenotype fueling the initiation and the progression of atherosclerosis (61). We propose that, in chronic atherogenic conditions, heightened NLRP3 activation in hematopoietic cells may promote the atherosclerosis development associated with GD. Further studies are needed to fully evaluate the status of the NLRP3 pathway in GD offspring and test its contribution to the pathological consequences of GD hematopoietic memory.

This work exemplifies how prenatal health can have broad and lasting consequences on adult health. It particularly highlights the unappreciated contribution of the hematopoietic system in the transgenerational transmission of cardiovascular pathologies, such as atherosclerosis. By controlling the production of immune cells, the hematopoietic system is at the center of multiple pathological conditions and diseases. In this context, our work suggests that the induction and the lasting maintenance of a hematopoietic memory in offspring born to diabetic pregnancy alter their inflammatory stress responses and contribute to the development of chronic disease by creating vulnerability to lifestyle and environmental factors.

## Methods

### Mice.

Wild-type C57BL/6J (B6.SJL-Ptprca, strain 000664), Pepcb/BoyJ (strain 002014), *Ins2^Akita/J^* (strain 003548), *Ager^–/–^* (strain 032771), *Apoe^–/–^* (strain 002052), and *Nlrp3^–/–^* (strain 021302; gift from R. Marsh, CCHMC) mice were purchased from The Jackson Laboratory. Depending on the experimental design, mice were maintained on a Ctrl diet with 13 kcal% fat (5010; Lab Diets) or switched to HFD with 60 kcal% fat (D12492; Research Diet Inc.). In the pharmacological model, females were fasted for 6 hours before STZ treatment (60 mg/kg body weight). Animal breeding was performed over the weekend, leading to approximation of the gestational age of ±1 day.

### Reagents and resources.

A list of reagents and resources is presented in Supplemental Table 2.

### Blood glucose measurement.

Blood was sampled from the tail, and blood glucose was measured using an Accu-Chek Performa Glucometer. Nonfasting glucose was measured at fixed times between 10:00 am and 12:00 pm. For intraperitoneal ITT and oral GTT, adult offspring were fasted 6 and 12 hours, respectively, before receiving insulin (0.5 U/kg body weight) by intraperitoneal injection or glucose (2 g/kg body weight) per oral gavage. Blood glucose was measured before treatment to determine fasting glucose levels and every 15 minutes after insulin/glucose treatment.

### In vivo treatment.

BM from 8-week-old Ctrl and WT^STZ^ offspring along with diabetic *Ins2^Akita/+^* males was analyzed by flow cytometry 3 days after intraperitoneal treatment by LPS (35 μg/mouse) or pIC (10 μg/g body weight). 5-azadC intraperitoneal injection (0.25 mg/kg body weight) was performed 3 times a week (Monday, Wednesday, Friday) starting at 5 weeks of age.

### BM transplantation.

For competitive BM transplantation assay, 250 FACS-purified HSCs (HSC-SLAM) were mixed with 3 × 10^5^ unfractionated whole BM cells from Pepcb/BoyJ mice (CD45.1^+^) and retroorbitally injected into lethally irradiated CD45.1^+^ Pepcb/BoyJ recipient mice (11 Gy, delivered in split doses 3 hours apart). Hematopoietic reconstitution was monitored by flow cytometry on peripheral blood collected retroorbitally. HSPC donor chimerism was assessed in the BM by flow cytometry 20 weeks after transplantation. For noncompetitive transplantation, 5 × 10^6^ whole BM cells were retroorbitally transplanted into lethally irradiated CD45.1^+^ Pepcb/BoyJ or *Apoe^–/–^* recipients.

### Flow cytometry.

BM preparation and cell-surface staining were performed as described previously (16). In brief, BM cells were isolated by crushing long bones and hips, treated with red blood cell lysis buffer (150 mM NH_4_CL and 10 mM KHCO_3_), and washed with staining media (SM) (HBSS with % fetal bovine serum); 8 × 10^6^ unfractionated BM cells were stained for flow cytometry analysis. For sorting analysis, pools of unfractionated BM cells were purified by Ficoll separation (Histopaque-11191, MilliporeSigma 11191), then enriched for c-Kit^+^ cells using magnetic beads/autoMACS separation (Miltenyi Biotec). BM cells were stained with unconjugated rat lineage-specific antibodies (Ter119, Mac1, Gr-1, B220, CD5, CD3, CD4, CD8) or biotinylated lineage-specific antibodies (Gr-1, Mac-1, B220, Ter119, and CD3e), followed by staining with goat anti-rat PE-Cy5 secondary antibodies or streptavidin–eFluor 6450 secondary antibodies, respectively. Cells were then stained using c-Kit-APC-eFluor 780, Sca-1-PB, CD48-BV711 or CD48-PerCP-Cy5.5, CD150-PE or CD150-BV650, Flt3-biotin or Flt3-PE, CD62L-BV510, FcgR-BV510 or FcgR-PerCP-eFluor 710, CD34-FITC, EPCR-PerCP-eFluor 710, CD41-BV605, CD105-APC, and CD127-BV785 antibodies. Secondary staining was performed with streptavidin-BV711/ streptavidin-PE-Cy7. The Zombie NIR Fixable Viability Kit (BioLegend) was used for dead cell exclusion. For Hoechst 33342/Ki67 staining, surface-stained cells were fixed and permeabilized using a Cytofix/Cytoperm kit (BD) before staining with a PE-conjugated anti-Ki67 antibody and Hoechst 33342 (5 μg/ml). Flow cytometry reagents are presented in Supplemental Table 3. Cell sorting was performed on a FACSAria II (BD Biosciences). Analyses were performed on a 5 laser (16 ultraviolet [355 nm] channels, 16 violet [405 nm] channels, 14 blue [488 nm] channels, 10 yellow-green [561 nm] channels, 8 red [635 nm] channels) Aurora Spectral Flow Cytometer (Cytek Biosciences). Data analysis was performed using FlowJo (BD Biosciences) software.

### Tissue preparation for histology and flow cytometry.

Hearts were removed, fixed in 10% buffered formalin, treated on sucrose gradient, and embedded in OCT before being serially sectioned and stained with H&E dyes. Aortic valves were evaluated and graded by one investigator blinded to the study protocol. Prior to aorta harvest, hearts were perfused with 10 mL of PBS to limit blood contamination. Isolated aortas were mechanically dissociated before being incubated in an enzyme cocktail (450 U/mL collagenase type I, 125 U/mL collagenase type XI, 60 U/mL hyaluronidase type I-S, and 60 U/mL DNase I grade II) at 37°C for 50 minutes (62). Single-cell suspensions were filtered through a 70 μm filter and stained for flow cytometry analysis. For placenta studies, placentas were harvested from dams at gestation days 17–18 and mechanically dissociated for 1 to 2 minutes in 1 mL of cold StemPro Accutase Enzymatic Solution before incubation at 37°C for 35 minutes (63). After filtration through a 70 μm strainer and treatment with red blood cell lysis buffer, cells were washed and stained for flow cytometry.

### Confocal immunofluorescence microscopy.

From 500 to 1,000 HSCs were directly sorted on Polysine Microscope Slides (Thermo Fisher Scientific, P4981-001). Cells were allowed to adhere to the glass slide for 10 minutes, fixed using 4% paraformaldehyde (BD Cytofix, 554655) for 15 minutes, and permeabilized with 0.2% Triton X-100 (Sigma-Aldrich, T9284) for 20 minutes at room temperature. After blocking with 10% donkey serum (Sigma-Aldrich, D9663) for 20 minutes, slides were successively stained with anti-FOXO3 (EMD Millipore, 07-1719, dilution: 1/200) and Alexa Fluor 568–conjugated goat anti-rabbit (Thermo Fisher Scientific, A11011, dilution: 1/500) IgG (H+L) antibodies. After wash, slides were mounted using Gold Antifade Mounting Media with DAPI (Invitrogen, 536939) and analyzed with a LSM 710 confocal microscope system equipped with an inverted microscope (Observer Z1, Zeiss) using ×60 magnification at 1.2 AU pinhole 564 to give an optical section thickness of 0.39 μm images. Image analyses were performed using Imaris (Oxford Instrument, version 9.5) and NIS-elements (Nikon, version 5.20.02) software.

### BMDMs.

One million whole BM cells were plated on a 24-well plate in complete DMEM media (supplemented with 10% FBS, 1% penicillin/streptomycin in the presence of recombinant mouse macrophage colony-stimulating factor [M-CSF]; 20 ng/mL, BioLegend). After 6 days in culture, BMDMs were activated with recombinant murine IFN-γ, (20 ng/mL) and 20 ng/mL LPS (20 ng/mL) or media-only Ctrl. Cell numbers were determined 3 hours and 24 hours after activation using a hematocytometer and trypan blue for dead cell exclusion.

### Immunoblot analysis.

FACS-sorted LSK (5 × 10^4^) or AutoMACS-enriched c-Kit^+^ cells (2 × 10^5^) were used for immunoblotting analyses. Whole-cell lysates were prepared in 1× RIPA lysis buffer containing protease and phosphatase inhibitor cocktails. Cell lysates were resuspended in Laemmli buffer, boiled for denaturation, electrophoresed through 4%–15% SDS-PAGE gradient gel, and transfered to a PVDF membrane. Western blot analysis was performed with anti-DNMT1, anti-DNMT3A, and anti-ACTB antibodies and revealed with anti-mouse or anti-rabbit IgG secondary antibodies tagged with horseradish peroxidase (HRP).

### qRT-PCR analysis.

Quantitative reverse-transcription PCR (qRT-PCR) was performed using total RNA isolated from approximately 1 × 10^5^ cells. RNA was treated with DNase I and reverse transcribed using the SuperScript III Kit and random hexamers (Invitrogen). The cDNA equivalent of 200 cells per reaction was analyzed in triplicate on a 7900 HT Fast Real-Time PCR System (Applied Biosystems) using SYBR green reagents (Applied Biosystems) and gene-specific primers.

### DNA methylation analysis.

LSK cells were isolated by FACS, and DNA was extracted using the QIAamp DNA Mini Kit (QIAGEN) per the manufacturer’s instructions. Sequencing was performed at the CCHMC DNA Sequencing and Genotyping Core, with subsequent bioinformatics analyses performed by the CCHMC Bioinformatics Collaborative Services. Briefly, 60 ng of genomic DNA was bisulfite converted with the EZ DNA Methylation Kit (Zymo Research). Libraries were sequenced on the Illumina NovaSeq 6000 with 100 bp paired end reads and a depth of at least 30 million reads per sample. Reads were aligned to the mm10 reference genome by Bismark(version 0.18.2). CpG methylation calls were extracted from the alignment using the Bismark Methylation Extractor. MethylKit, version 1.12.0, in R, version 3.6.1, was used for methylation analysis. CpG sites covered in all samples of each group were considered for the downstream analysis. Methylation information was summarized over a tiling window of 1,000 bp in length across the whole genome. Differentially methylated regions (DMRs) with a percentage methylation difference larger than 0% and a *q* value of less than 0.25 were identified using the χ^2^ with overdispersion correction. DMRs were annotated using the genomation, version 1.18.0, and GenomicRanges, version 1.38.0, packages in R, version 3.6.1. DMRs in promoter, exonic, and intronic regions were subjected to Gene Set Enrichment Analysis (GSEA) using GSEA, version 3.0., for genes with multiple DMRs. The DMR with the highest percentage of methylation change was selected for GSEA analysis. Percentages of methylation change values for genes were used as a rank score to run the GSEAPreranked module in GSEA.

### ATAC-Seq analysis.

ATAC-Seq assays were performed as previously described on isolated nuclei from 50,000 sorted LSK cells (64). After the nuclei preparation, the transposase reaction was performed for 60 minutes at 37°C. The transposed DNA was purified using a QIAGEN MinElute Kit, and library fragments were amplified using 1× NEBNext PCR Master Mix. The libraries were purified with the SPRI Beads Double Size Selection (0.4/1.2×) (Beckman Coulter) and then sequenced on the Illumina NovaSeq X Plus with PE150, aiming at greater than 120M read pairs per sample. ATAC-Seq reads in the FASTQ format were subjected to quality control using FastQC, version 0.11.7, Trim Galore!, version 0.4.2, and cutadapt, version 1.9.1. The trimmed reads were aligned to the reference mouse genome version GRCh38/mm10 using Bowtie2, version 2.3.4.1, with parameters “--very-sensitive-local -X 2000”. Aligned reads were stripped of duplicate reads using sambamba, version 0.6.8. Peaks were called with MACS2, version 2.1.2, using the parameters “-g mm -p 0.01--shift -75 --extsize 150 --nomodel -B --SPMR --keep-dup all --call-summits”. Consensus peaks among all samples were obtained in 2 steps by selecting called peaks present in at least 75% of the biological replicates and by merging selected peaks at 50% overlap using BEDtools, version 2.27.0. The resulting sets of peaks were converted from BED format to a gene transfer format (GTF) to enable fast counting of reads under the peaks with the program featureCounts, version 1.6.2 (Rsubread package) (Bioconductor). Differential open chromatin regions (DOCs) between groups of samples were assessed with the R package DESeq2, version 1.26.0. Peaks were associated to nearest or overlapping gene and genomic features. GSEA was carried out using the GSEAPreranked script and hallmark gene sets.

### RNA-Seq analysis.

Ctrl, WT^STZ^, and Nlpr3^STZ^ placenta were dissected at G17 and placental CD45^+^ cells isolated by FACS sorting. Total RNA was purified using a RNeasy Micro Kit Column System (QIAGEN). RNA quality was controlled using an Agilent Bioanalyzer before processing for retrotranscription, linear amplification, and cDNA library generation. The whole transcriptome was amplified using the SMARTer Ultra Low RNA Kit for Illumina Sequencing (Clontech). cDNA libraries were prepared using Nextera XT DNA Sample Preparation Reagents. Fragmented and tagged libraries were pooled and were sequenced on an Illumina NovaSeq 6000 platform using a paired end 150 bp sequencing strategy. RNA-Seq reads in FASTQ format were subjected to quality control using FastQC, version 0.11.7, Trim Galore!, version 0.4.2, and cutadapt, version 1.9.1. The trimmed reads were aligned to the reference mouse genome, version mm10, with the program STAR, version 2.6.1e, and stripped of duplicate reads with the program sambamba, version 0.6.8 (5). Gene-level expression was assessed by counting features for each gene, as defined in the NCBI’s RefSeq database. Read counting was done with the program featureCounts, version 1.6.2, from the R subread package. Raw counts were normalized as transcripts per million (TPM). Differential gene expressions between groups of samples were assessed with the R package DESeq2, version 1.26.0. Gene list and log_2_ fold change were used for GSEA analysis using the Gene Ontology (GO) pathway data set.

### Multiplex cytokine analysis.

The concentration of cytokines was measured in duplicate in serum isolated from LPS-treated adult Ctrl and GD WT^STZ^ offspring using the Mouse High Sensitivity T-Cell 18-plex Discovery Assay (Eve Technologies, MDHSTC18).

### Statistics.

All results are expressed as means, with error bars reflecting SD. Statistical analyses were performed using GraphPad Prism, version 9. Ordinal variables (atherosclerosis grade) were analyzed using the χ^2^ test for trend. Differences between 2 groups were assessed using unpaired, 2-tailed Student’s *t* test. Data involving more than 2 groups were assessed by 1- or 2-way ANOVA with Tukey’s or Šidák’s post hoc test. *P* < 0.05 was considered significant.

### Study approval.

Mice were bred and housed in the AAALAC-accredited animal facility of CCHMC. All animal experiments were approved by the CCHMC IACUC.

### Data availability.

Next-generation sequencing data are available at the NCBI’s Gene Expression Omnibus database (GEO GSE244698). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

VG performed and analyzed all the experiments with the help of SG, AA, and M Solomon. M Sakabe and NC performed all cardiac histopathology preparations, which were independently evaluated by AK. XZ and HLG provided expertise for ATAC-Seq analysis. AK and MX provided expertise and critical insights for the development of the project and manuscript. VG and DR designed, interpreted, and analyzed the studies and wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supporting data values

## Figures and Tables

**Figure 1:**
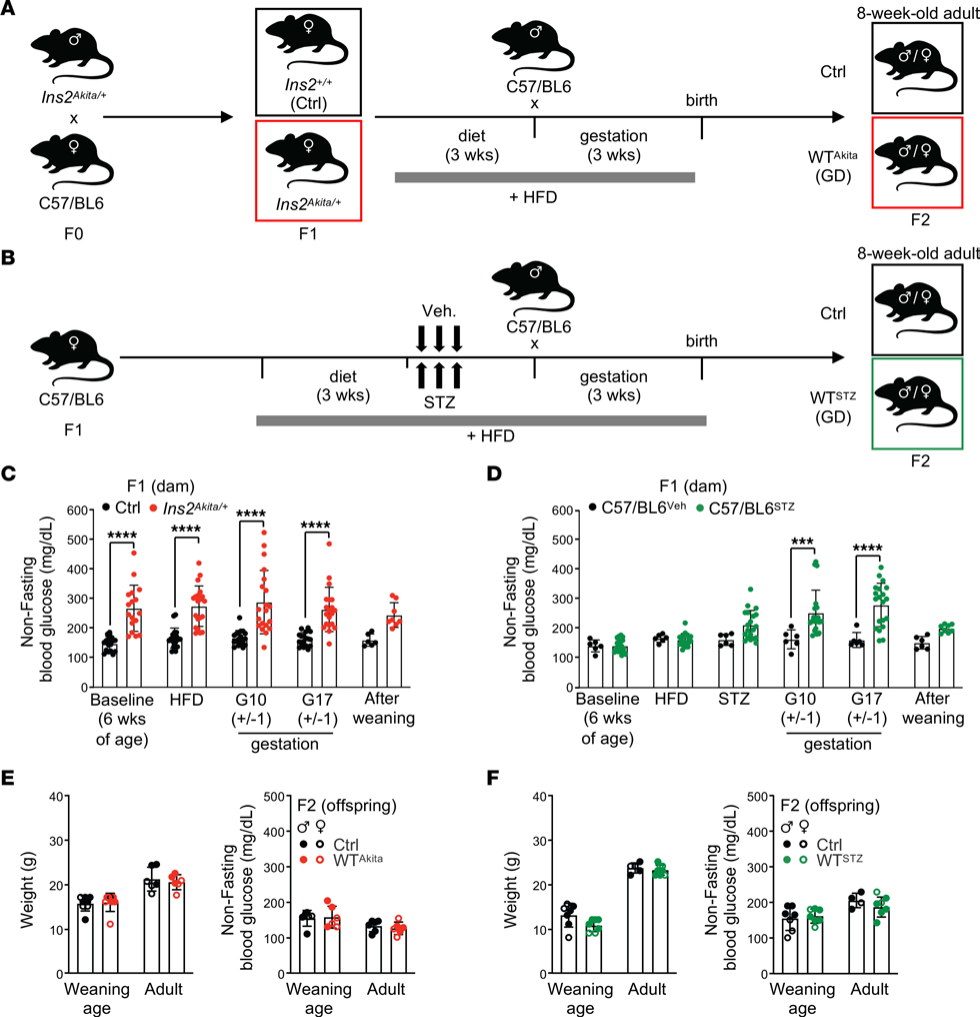
Modeling diabetes during pregnancy. (**A** and **B**) Breeding and treatment schematic used to generate genetic (**A**) and pharmacological (**B**) mouse models of GD. (**C** and **D**) Dam nonfasting glycemia before, during, and after pregnancy in genetic (**C**) and pharmacological (**D**) mouse models (**C**: *n* = 17–20/group, **D**: *n* = 6–20/group, *n* = 6–8/group at postweaning age). (**E** and **F**) Weaning-age (4 weeks old) and adult-age (8 weeks old) body weight (left panels) and nonfasting glycemia (right panels) of offspring born to diabetic pregnancy in the genetic (**E**) and pharmacological (**F**) mouse models (*n* = 5–8/group). Data are represented as means ± SD. Two-way ANOVA with Šidák’s post hoc test. ***P ≤ 0.0005; ****P ≤ 0.0001.

**Figure 2:**
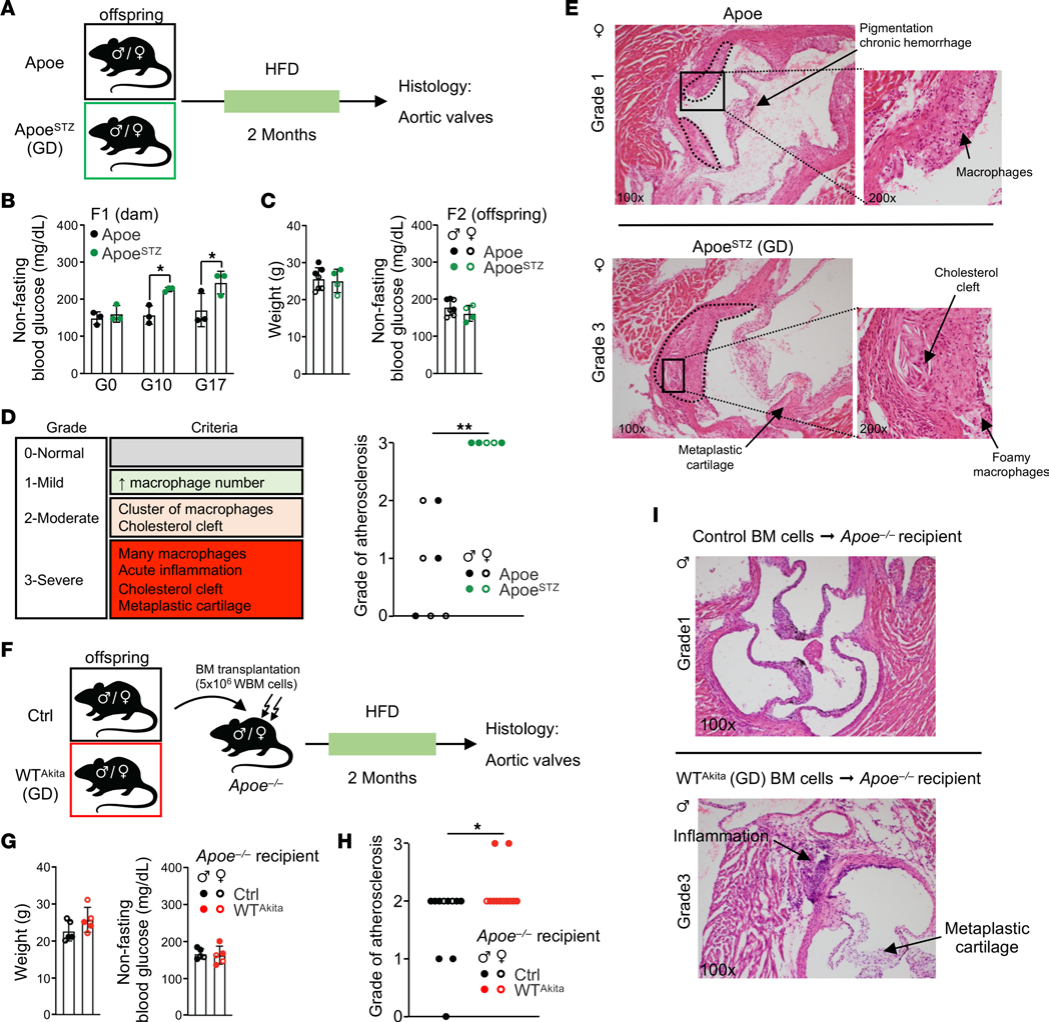
GD promotes atherosclerosis development in adult offspring. (**A**) Experimental schematic used to assess atherosclerosis development in *Apoe^–/–^* GD offspring. (**B**) STZ-treated *Apoe^–/–^* dam nonfasting glycemia before and during pregnancy (*n* = 3). (**C**) Adult body weight (left panel) and nonfasting glycemia (right panel) of *Apoe^–/–^* offspring born to diabetic pregnancy (*n* = 4–7). (**D**) Histological criteria and atherosclerosis severity score in adult Ctrl and GD *Apoe^–/–^* offspring (*n* = 7–5/group). (**E**) Example of histological analysis of H&E-stained aortic valve from *Apoe^–/–^* offspring born to diabetic pregnancy compared with Ctrl. Original magnification, ×100; insets, ×200. (**F**) Experimental schematic used to assess atherosclerosis in *Apoe^–/–^* recipients transplanted with BM isolated from adult Ctrl and GD *Apoe^–/–^* offspring. (**G**) Adult body weight (left panel) and nonfasting glycemia (right panel) of *Apoe^–/–^* recipient mice transplanted with BM cells isolated from Ctrl or GD offspring (*n* = 5). (**H**) Atherosclerosis severity in *Apoe^–/–^* recipient mice (*n* = 11–12/group). (**I**) Example of histological analysis of aortic valve from *Apoe^–/–^* recipient mice. Original magnification, ×100. Data are represented as means ± SD (**B**, **C**, and **G**). Two-way ANOVA with Šidák’s post hoc test (**B**); χ^2^ test for trend (**D** and **H**). *P ≤ 0.05; **P ≤ 0.01.

**Figure 3:**
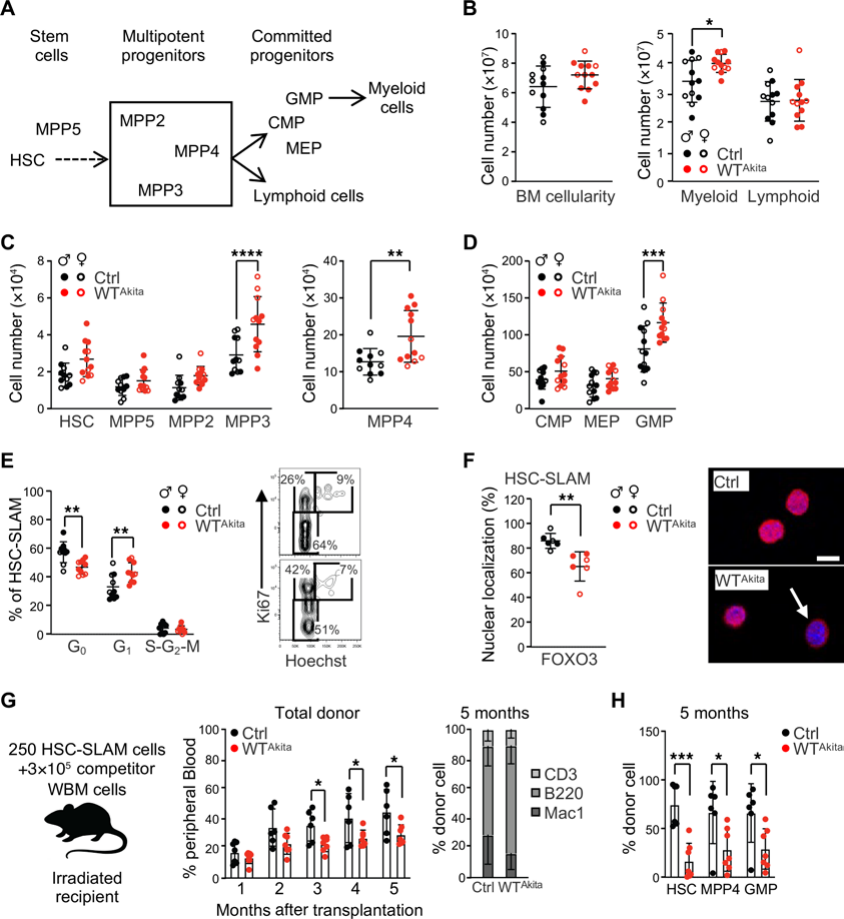
Offspring born to diabetic pregnancy display altered steady-state hematopoiesis. (**A**) Schematic of the murine hematopoietic hierarchy. (**B**) BM cellularity and absolute numbers of BM myeloid/lymphoid cells in adult WT^Akita^ offspring (*n* = 12). (**C** and **D**) Absolute numbers of HSPC populations in the BM of adult Ctrl and WT^Akita^ offspring (*n* = 11–12). CMP, common myeloid progenitor (Lineage^–^c-Kit^+^Sca-1^–^CD34^+^FcγR^–^); MEP, megakaryocyte/erythroid progenitor (Lineage^–^c-Kit^+^Sca-1^–^CD34^–^FcγR^–^). (**E**) Percentage of HSC distribution in cell-cycle phases in adult Ctrl and WT^Akita^ offspring. Right panel shows representative FACS plots for Ki67/ Hoechst 33342 staining (*n* = 10). (**F**) Percentage of HSCs isolated from Ctrl and WT^Akita^ offspring that present FOXO3 nuclear localization at steady state (*n* = 6 with 50 individual cells analyzed for each). Right panel shows representative images of FOXO3 immunofluorescence analysis. Scale bar: 10 μm. (**G** and **H**) Competitive hematopoietic reconstitution assay for HSCs isolated from Ctrl (*n* = 6) and WT^Akita^ (*n* = 7) offspring from 1 experiment: PB chimerism over time (**G**) and BM chimerism for HSC subsets, 20 weeks after transplantation (**H**). Data are represented as means ± SD. Two-way ANOVA with Šidák’s post hoc test (**B**, **C**, **D**, **G**, and **H**) or with Tukey’s post hoc test (**E**); unpaired 2-tailed Student’s *t* test (**F**). *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.0005; ****P ≤ 0.0001.

**Figure 4:**
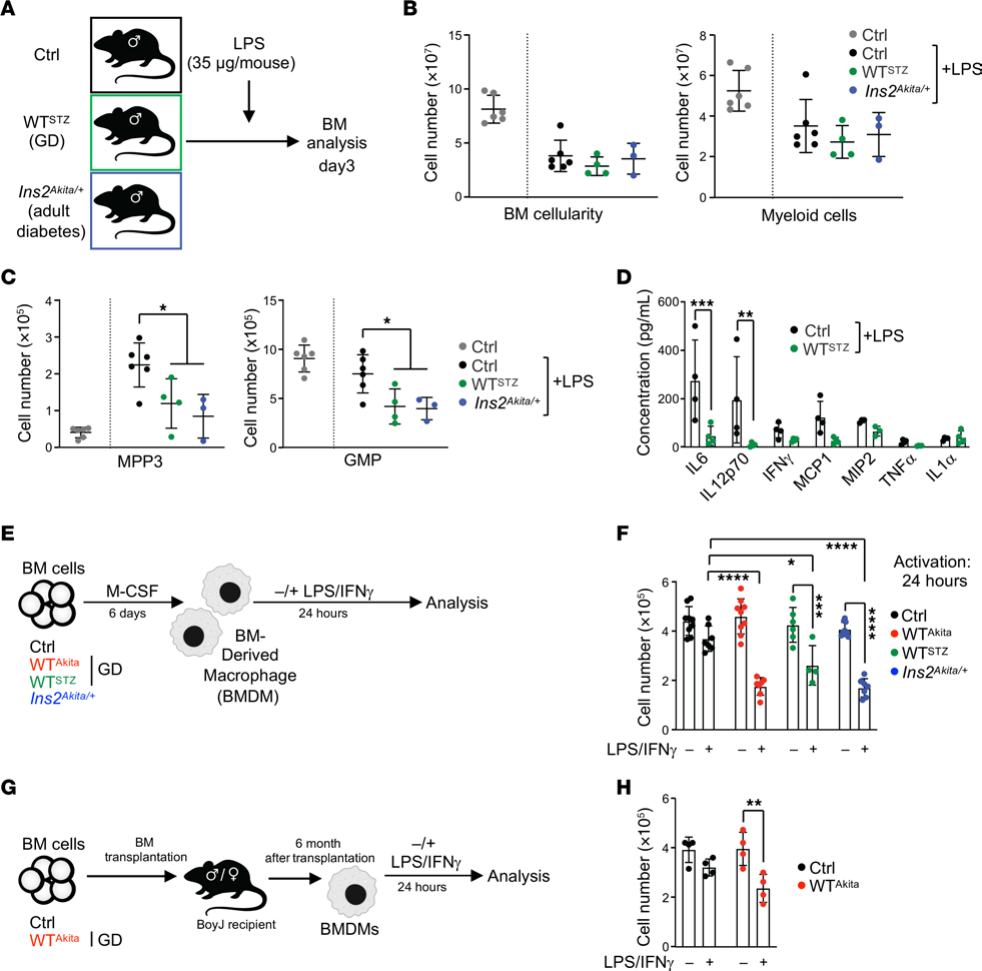
GD altered the inflammatory hematopoietic response in offspring. (**A**) Schematic of the experimental design for the in vivo LPS inflammatory challenge. (**B**) BM cellularity and absolute numbers of BM myeloid cells 3 days after LPS treatment. (**C**) Absolute numbers of BM MPP3 and GMP cells 3 days after LPS treatment (*n* = 3–6/group). (**D**) Inflammatory cytokine concentration in the mouse serum 3 days after LPS treatment (*n* = 4/group). (**E**) Schematic of experimental design to generate and activate BMDMs. (**F**) Absolute numbers of BMDMs in culture 24 hours after treatment with PBS or LPS/IFN-γ (*n* = 4–9/group). (**G**) Schematic of experimental design describing BMDM generation from transplanted mice. (**H**) Following transplantation, absolute numbers of BMDMs in culture 24 hours after treatment with PBS or LPS/IFN-γ (*n* = 4/group). Data are represented as means ± SD. One-way ANOVA with Tukey’s post hoc test (**B** and **C**) or 2-way ANOVA with Šidák’s post hoc test (**D**, **F** and **G**). *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.0005; ****P ≤ 0.0001.

**Figure 5:**
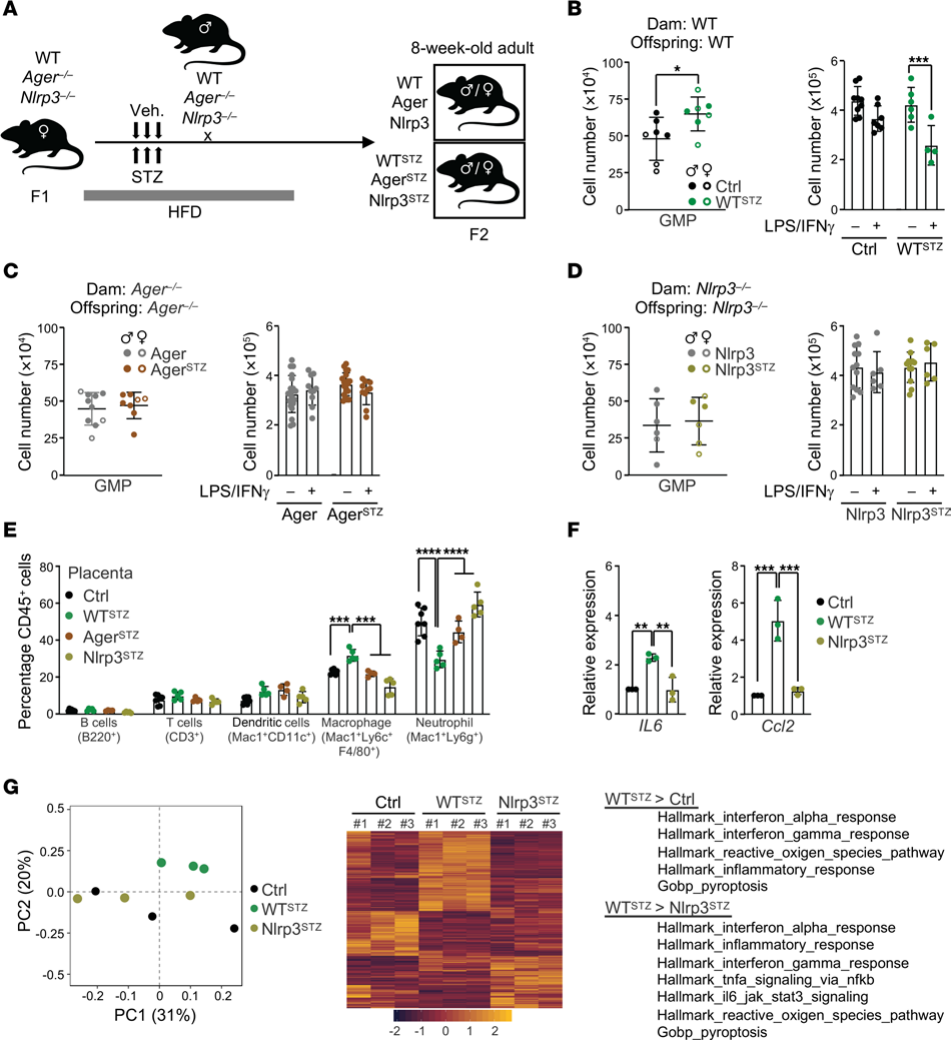
AGER and NLRP3 function are necessary for the induction of the GD hematopoietic memory in offspring. (**A**) Schematic of the experimental design. (**B**–**D**) Hematopoietic readout for offspring born to normal or diabetic pregnancy: absolute numbers of BM GMP cells (left graphs) and absolute numbers of BMDMs in culture 24 hours after treatment with PBS or LPS/IFN-γ (right graphs) in WT (**B**) (data also presented in Supplemental Figure 3D and Figure 4F), *Ager^–/–^* (**C**), and *Nlrp3^–/–^* backgrounds (**D**). (**C**: *n* = 8–10 for GMP; *n* = 10–20 for BMDM; **D**: *n* = 6 for GMP, *n* = 6–12 for BMDM). (**E**) Immune cell composition in placenta: percentages in CD45^+^ cells (*n* = 4–7/group). (**F**) RT-PCR analysis showing the expression of the *Il6* and *Ccl2* inflammatory cytokine genes. Results are expressed as fold change relative to Ctrls, set at 1 (*n* = 3). (**G**) RNA-Seq analysis on placental CD45^+^ cells isolated at G17 from Ctrl, WT^STZ^, and Nlrp3^STZ^ dams (*n* = 3/group). Principal component analysis (PCA) of RNA-Seq data (left panel). Differential gene signature: heatmap using differentially expressed genes (DEGs) with log_2_FC> |0.58| and FDR < 0.05 in all comparisons (central panel). GSEA of genes differentially expressed in WT^STZ^ cells compared with Ctrl and Nlrp3^STZ^ conditions (right panel). Data are represented as means ± SD. Unpaired 2-tailed Student’s *t* tests (**B**–**D**, left graphs); 1-way ANOVA with Tukey’s post hoc test (**F**) or 2-way ANOVA with Šidák’s post hoc test (**B**–**D**, right graphs; **E**). *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.0005; ****P ≤ 0.0001.

**Figure 6:**
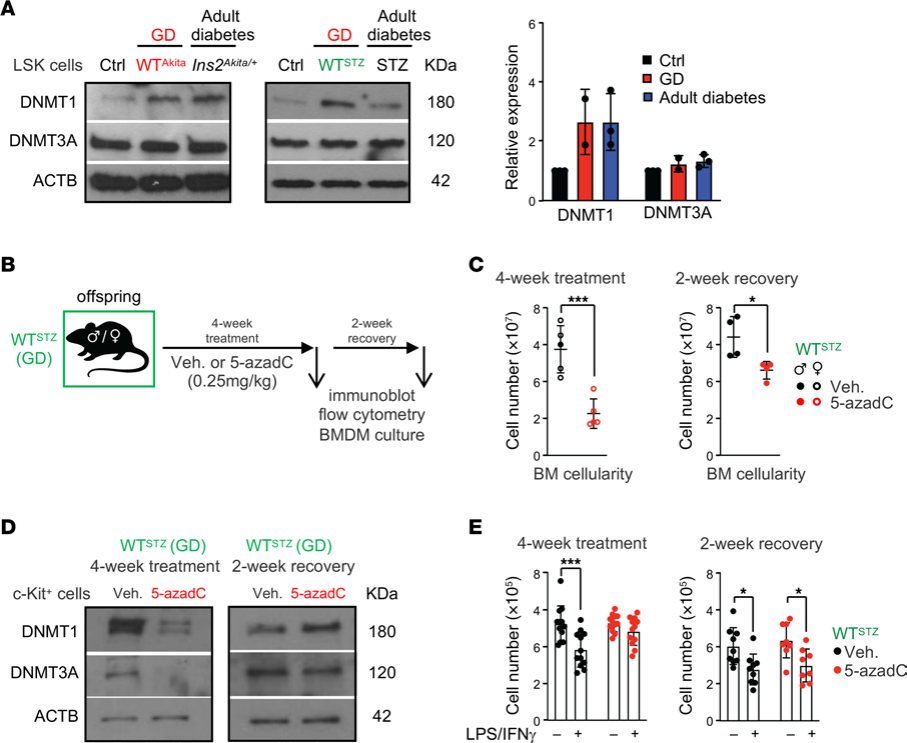
DNA methylation contributes to the maintenance of GD hematopoietic memory in adult. (**A**) Immunoblot analysis of DNMT1 and DNMT3A in LSK cells isolated from Ctrl, GD offspring, (WT^Akita^ and WT^STZ^), and adult mice with full-blown diabetes triggered by the *Ins2^Akita^* mutation or STZ treatment. (**B**) Schematic of experimental design for in vivo treatment with vehicle or 5-azadC. (**C**) BM cellularity in WT^STZ^ offspring directly after 4 weeks of 5-azadC treatment (*n* = 5/group) or a 2-week recovery period after treatment (*n* = 4/group). (**D**) Immunoblot analysis of DNMT1 and DNMT3A in c-Kit^+^ cells isolated from WT^STZ^ after 5-azadC treatment or recovery period. (**E**) Absolute numbers of BMDMs in culture 24 hours after treatment with PBS or LPS/IFN-γ for 5-azadC–treated WT^STZ^ offspring after treatment (*n* = 12) or recovery period (*n* = 8). Data are represented as means ± SD. Unpaired 2-tailed Student’s *t* tests (**C**) and 2-way ANOVA with Šidák’s post hoc test (**E**). *P ≤ 0.05; ***P ≤ 0.0005.

# Supplementary material for: Gestational diabetes in mice induces hematopoietic memory that affects the long-term health of the offspring
**Source:** J Clin Invest. 2024 Jan 16;134(2):e169730. doi: 10.1172/JCI169730
**Supplement:** Supplemental data

## **SUPPLEMENTAL MATERIAL**

### **Gestational diabetes in mice induces hematopoietic memory that impacts the long-term health of the offspring**

Vinothini Govindarajah, Masahide Sakabe, Samantha Good, Michael Solomon, Ashok Arasu, Nong Chen, Xuan Zhang, H. Leighton Grimes, Ady Kendler, Mei Xi and Damien Reynaud

- **Supplemental Figures 1-6**
- **Supplemental Tables 1-3**
  - Table S1: available as Excel File, provides differential gene expression / gene set enrichment analyses associated with the bulk RNAseq experiment performed on placental CD45+ cells (Figure 5G).
  - Table S2: List of key resources.
  - Table S3: List of Antibodies/reagents used for flow cytometry analysis.

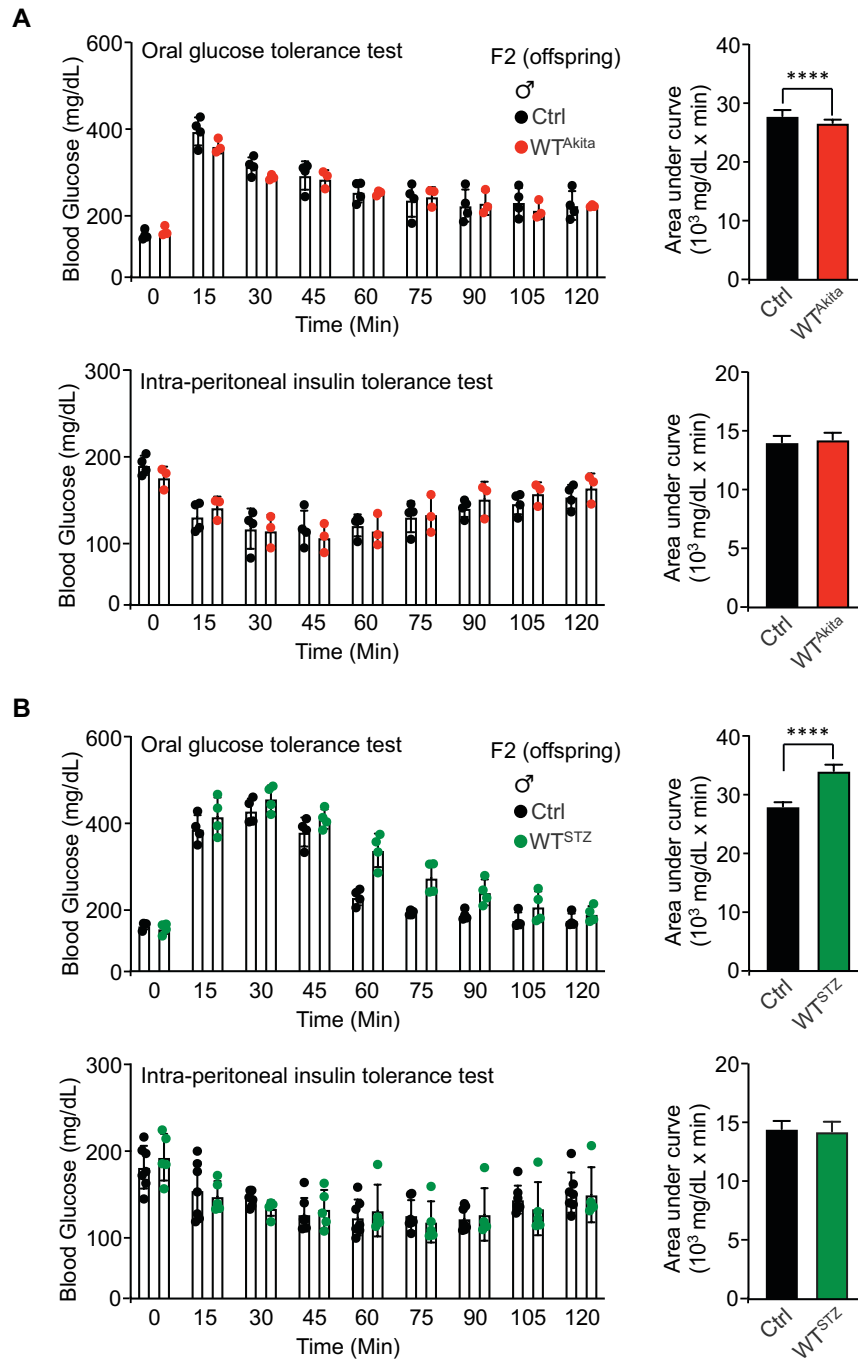

**Supplemental Figure 1. Offspring born to diabetic pregnancy display minimal glucose control alterations.** (A-B) Blood glucose levels of adult WT<sup>Akita</sup> (A) and WT<sup>STZ</sup> (B) offspring during oral glucose tolerance test [OGTT] (upper panel) and intra-peritoneal insulin tolerance test [IPTT] (lower panel) (A: n = 3-4/group; B: n = 4/group). Right graphs indicate difference in calculated area under the curve (AUC) compared to respective control. Graphs indicate mean  $\pm$  SD. Unpaired Student's t test \*\*\*\*,  $P \leq 0.0001$ .

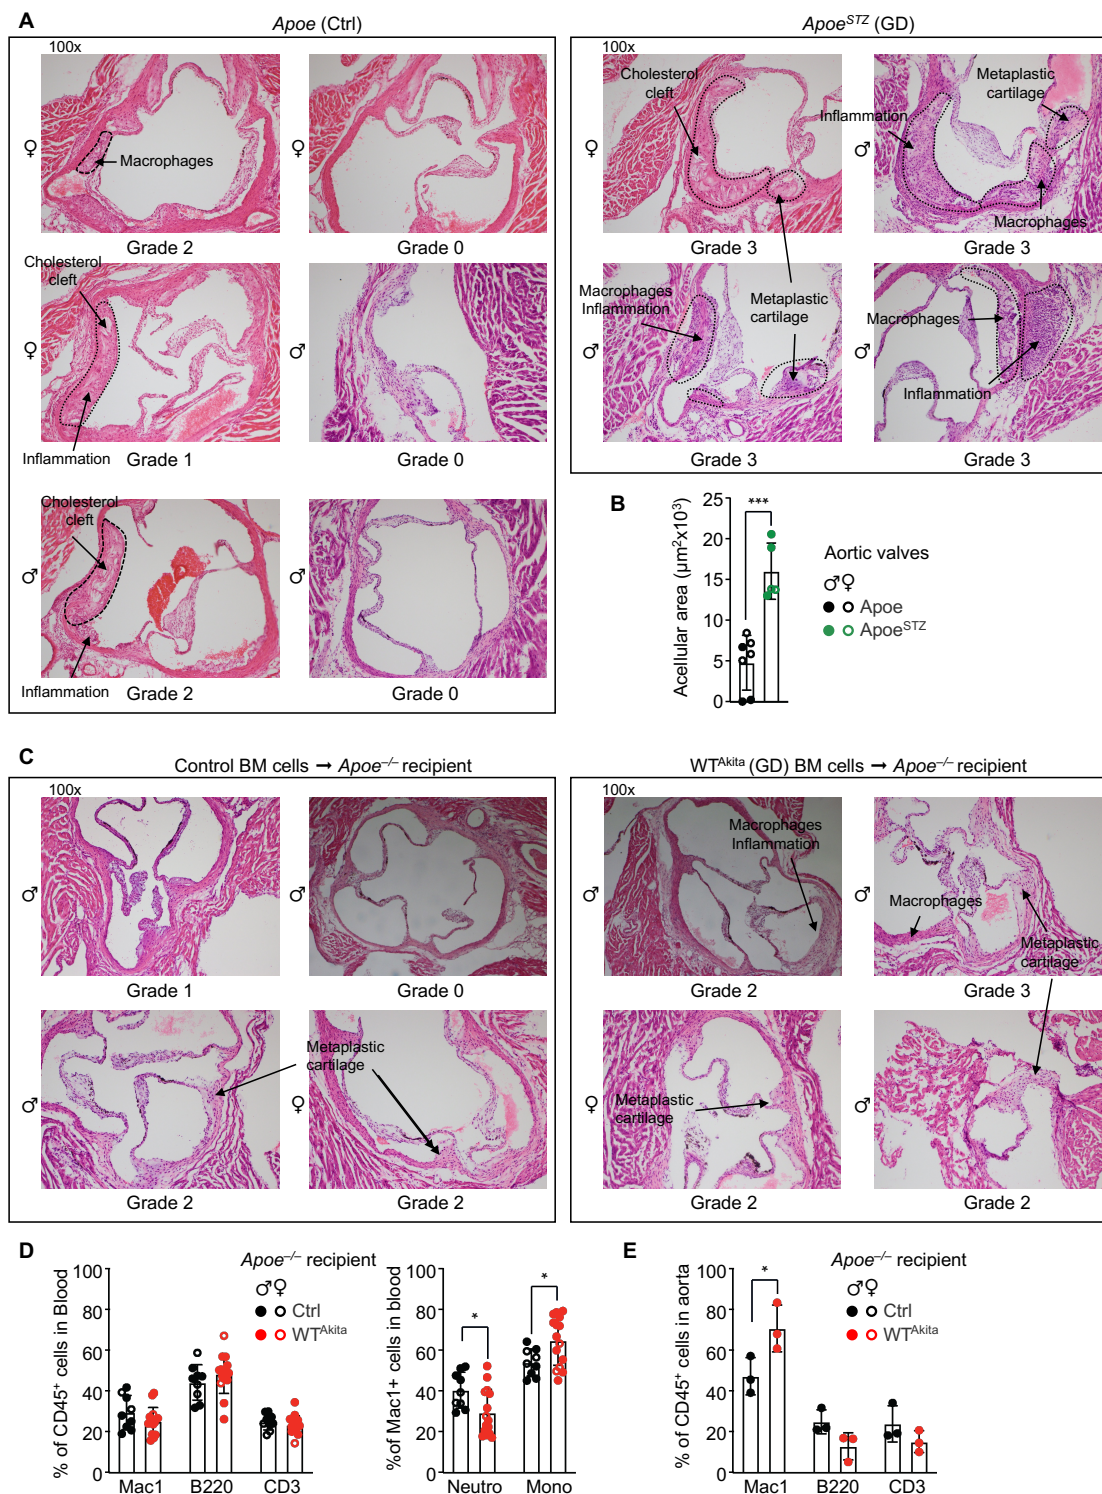

**Supplemental Figure 2. GD is associated with aortic atherosclerosis severity in adult offspring.** (A) Histological analysis of hematoxylin and eosin-stained aortic valves from *Apoe*<sup>-/-</sup> offspring born to diabetic pregnancy compared to control. 100x magnification (B) Acellular area identified in H&E stain lesions (n = 7-5/group). (C) Histological analysis of valves from *Apoe*<sup>-/-</sup> recipient mice transplanted with BM cells isolated from Ctrl or GD offspring. 100x magnification (D) Blood composition in *Apoe*<sup>-/-</sup> recipient mice transplanted with BM cells isolated from Ctrl or GD offspring. Left panel shows the percentage of myeloid (Mac1) and lymphoid (B220 and CD3) cells. Right panel shows the percentage of neutrophil (Ly6G<sup>+</sup>) and Monocytes (Ly6G<sup>-</sup> Ly6C<sup>+/low</sup>) in myeloid cells (n = 9-15/group). (E) Blood cells in aorta isolated from *Apoe*<sup>-/-</sup> recipient mice transplanted with BM cells isolated from Ctrl or GD offspring (n = 3/group). Graphs indicate mean ± SD. Unpaired Student's t test (B) and two-way ANOVA with Sidak's post hoc test (D-E): \*, P ≤ 0.01; \*\*\*, P ≤ 0.0005.

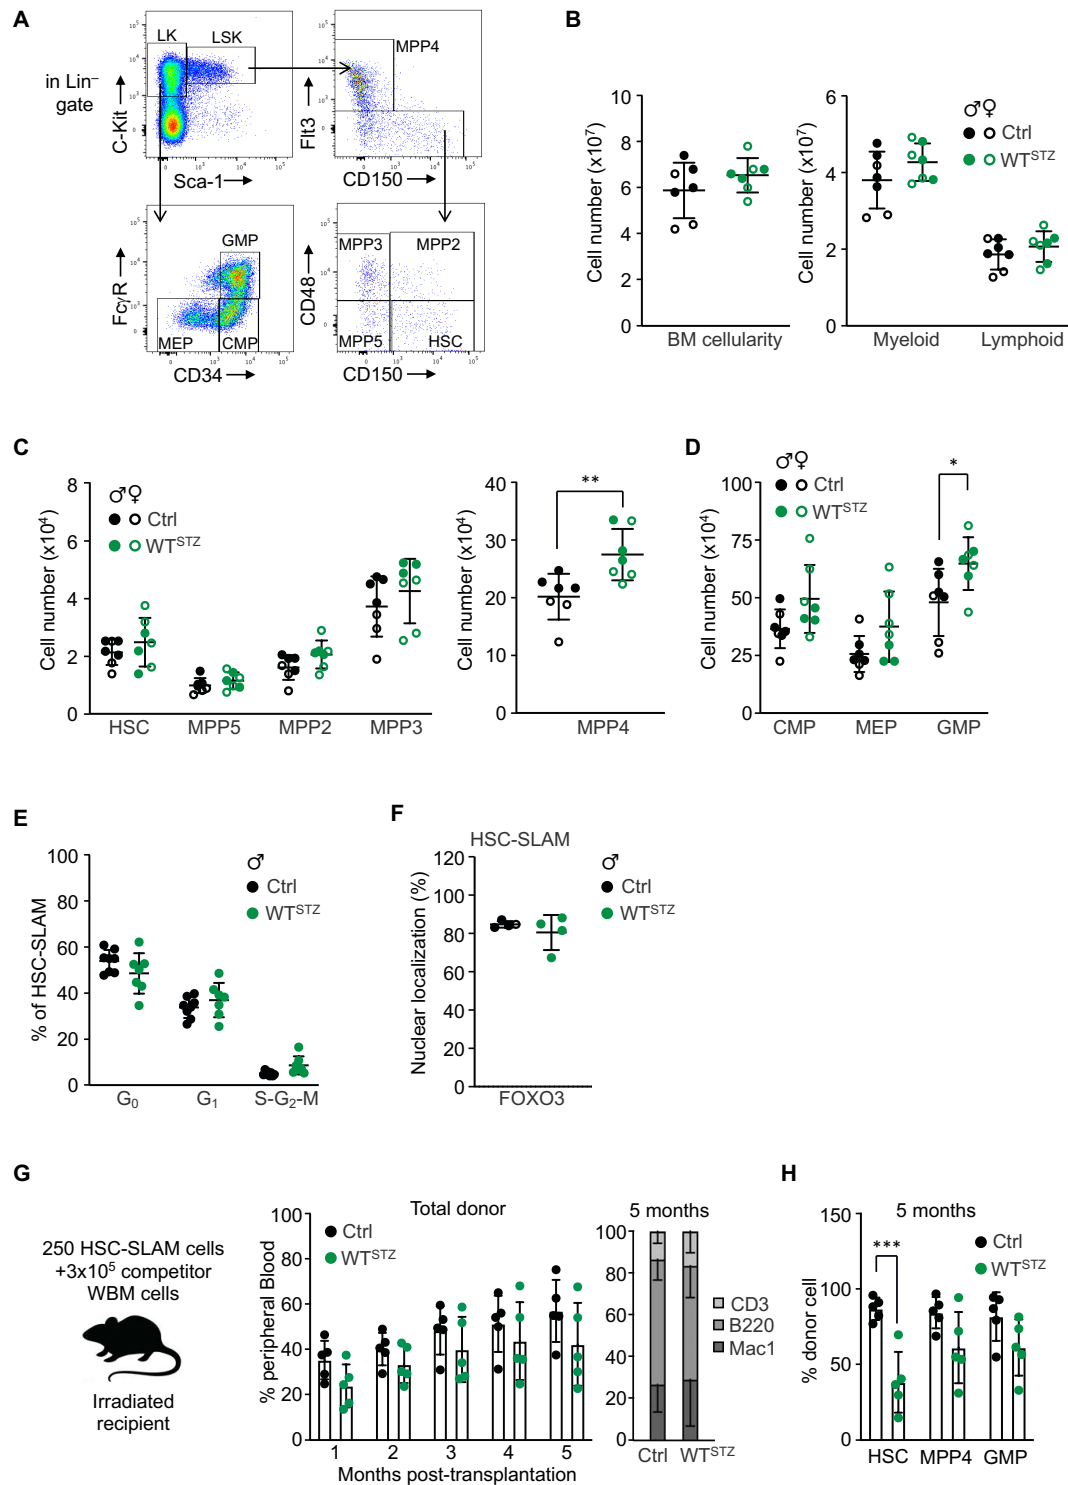

### Supplemental Figure 3. Offspring born to diabetic pregnancy display altered steady-state hematopoiesis:

(A) Representative FACS plot showing the phenotypic definition of BM HSPC compartments (B) BM cellularity and absolute number of BM myeloid/lymphoid cells in adult WT<sup>STZ</sup> offspring (n = 7/group). (C-D) Absolute number of HSPC populations in the BM of adult Ctrl and WT<sup>STZ</sup> offspring (n = 7/group). (E) Percentage of HSC distribution in cell cycle phases in adult Ctrl and WT<sup>STZ</sup> offspring (n = 7-8/group). (F) Percentage of HSCs isolated from Ctrl and WT<sup>STZ</sup> offspring that present FOXO3 nuclear localization at steady state (n = 4 with 50 individual cells analyzed for each). (G-H) Competitive hematopoietic reconstitution assay for HSCs isolated from Ctrl (n = 5) and WT<sup>STZ</sup> (n = 5) offspring from 1 experiment: PB chimerism over time (G) and BM chimerism for HSPC compartments, 20 weeks after transplantation (H). Graphs indicate mean ± SD. Two-way ANOVA with Sidak's post hoc test (B, C D, G and H) or with Tukey's post hoc test (E and F): \*, P ≤ 0.05, \*\*, P ≤ 0.01; \*\*\*, P ≤ 0.0005.

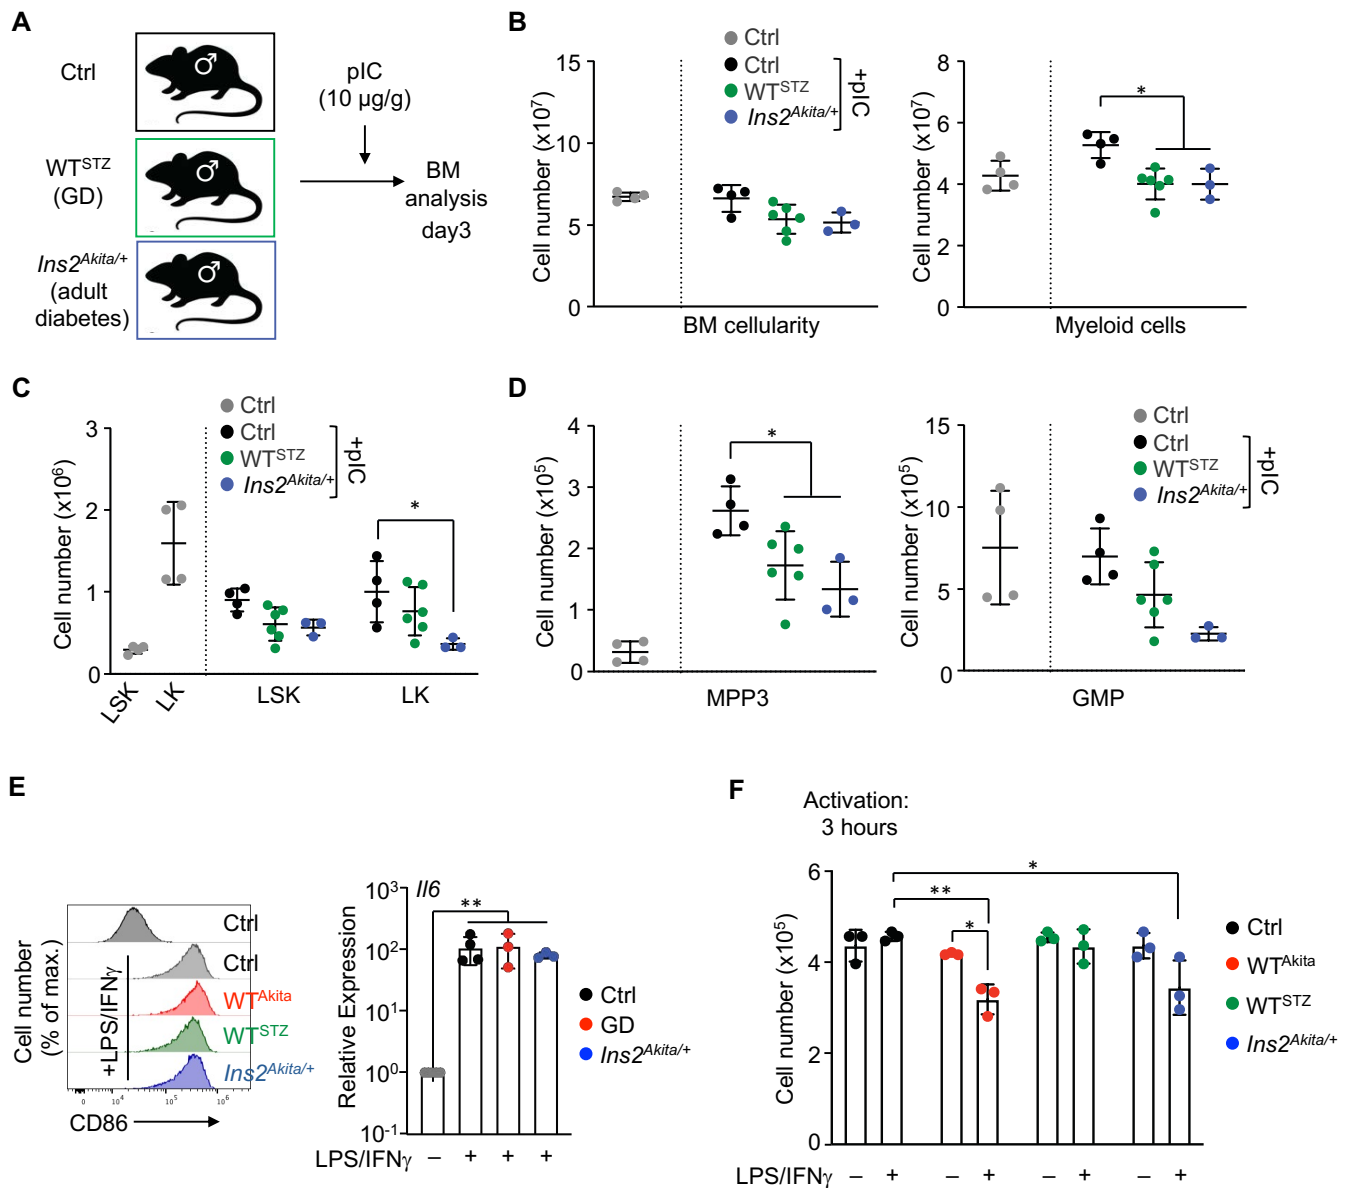

**Supplemental Figure 4. Offspring born to diabetic pregnancy display altered in vivo and in vitro inflammatory response.** (A) Schematic of the experimental design for the in vivo pIC inflammatory challenge (n = 4-6/group). (B) BM cellularity and absolute number of BM myeloid cell, 3 days after pIC treatment. (C) Absolute number of BM Lin<sup>-</sup>Sca-1<sup>+</sup>c-Kit<sup>+</sup> (LSK) and Lin<sup>-</sup>Sca-1<sup>-</sup>c-Kit<sup>+</sup> (LK) populations, 3 days after pIC treatment. (D) Absolute number of BM MPP3 and GMP population, 3 days after pIC treatment. (E) BMDM activated phenotype, 24 hours after LPS/IFN $\gamma$  treatment. Left panel shows a representative FACS plots showing acquisition of the CD86 activation marker. Right panel show qRT-PCR analyses for *Il6* gene expression. Results are expressed as fold change relative to PBS-treated BMDMs, set at 1 (n = 3-4). (F) Absolute number of BMDM in culture 3 hours after with PBS or LPS/IFN $\gamma$  (n = 3). Graphs indicate mean  $\pm$  SD. One-way ANOVA with Tukey's post hoc test (B-D), two-way ANOVA with Sidak's post hoc test (E and F): \*, P  $\leq$  0.05, \*\*, P  $\leq$  0.01.

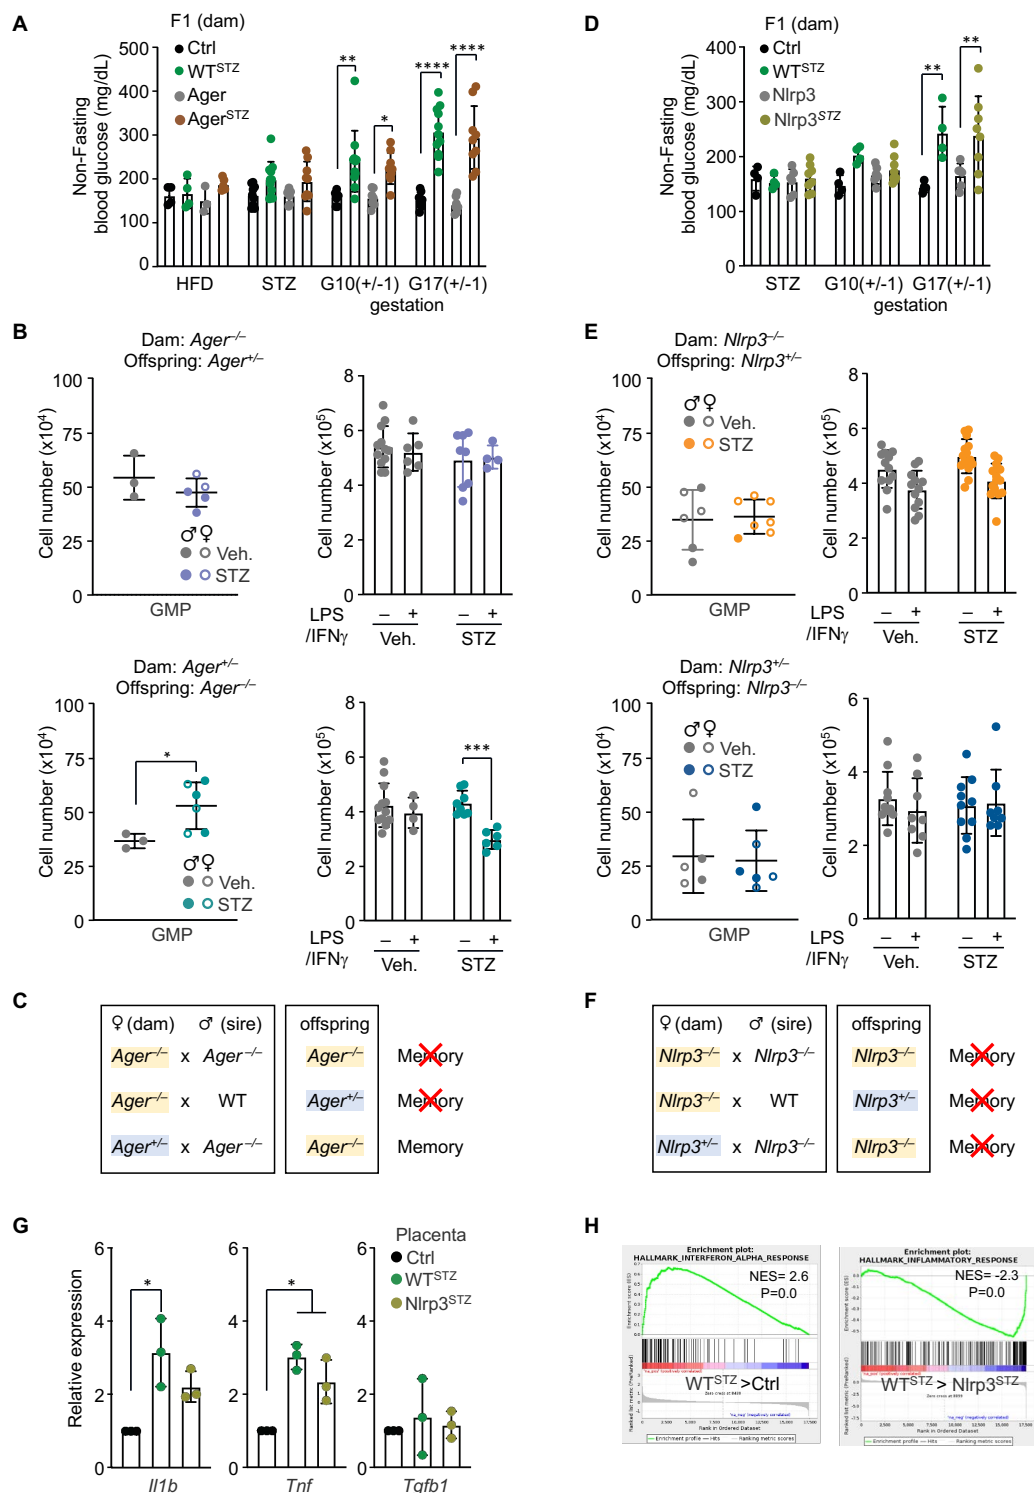

**Supplemental Figure 5. Impact of maternal/fetal AGER and NLRP3 on the induction of GD hematopoietic memory.** (A) Non-fasting glycemia in WT and *Ager*<sup>-/-</sup> pregnant dams following Vehicle or STZ treatment (n = 4-12/group). (B) Hematopoietic readout for offspring born to normal or diabetic pregnancy: absolute number of BM GMP cells (left graphs) and absolute number of BMDMs in culture 24 hours after treatment with PBS or LPS/IFN $\gamma$  (right graphs) for *Ager*<sup>+/-</sup> offspring born to *Ager*<sup>-/-</sup> dams (upper panels) and *Ager*<sup>-/-</sup> offspring born to *Ager*<sup>+/-</sup> dams (lower panels) (n = 3-12/group). (C) Table summarizing the impact of maternal and fetal *Ager* knockout on the induction of the GD hematopoietic memory. (D) Non-fasting glycemia in WT and *Nlrp3*<sup>-/-</sup> pregnant dams following Vehicle or STZ treatment (n = 4-8/group). (E) Hematopoietic readout for offspring born to normal or diabetic pregnancy: absolute number of BM GMP cells (left graphs) and absolute number of BMDMs in culture 24 hours after treatment with PBS or LPS/IFN $\gamma$  (right graphs) for *Nlrp3*<sup>+/-</sup> offspring born to *Nlrp3*<sup>-/-</sup>

dams (upper panels) and *Nlrp3*<sup>-/-</sup> offspring born to *Nlrp3*<sup>+/-</sup> dams (lower panels) (n = 5-14/group). **(F)** Table summarizing the impact of maternal and fetal *Nlrp3* knockout on the induction of the GD hematopoietic memory. **(G)** RT-PCR analysis showing the expression of the *Il1b*, *Tnf* and *Tgfb1* inflammatory cytokine genes. Results are expressed as fold change relative to controls, set at 1 (n = 3). **(H)** examples of gene signatures differentially enriched in placental CD45<sup>+</sup> cells isolated from WT<sup>STZ</sup> dams (compared to Ctrl and *Nlrp3*<sup>STZ</sup> cells). Graphs indicate mean  $\pm$  SD. One-way ANOVA with Tukey's post hoc test (G), two-way ANOVA with Tukey's post hoc test (A and D) or with Sidak's post hoc test (B and E, right graphs) and unpaired two-tailed Student's t-tests (B and E, left graphs): \*,  $P \leq 0.05$ , \*\*,  $P \leq 0.01$ , \*\*\*,  $P \leq 0.0005$ , \*\*\*\*,  $P \leq 0.0001$ .

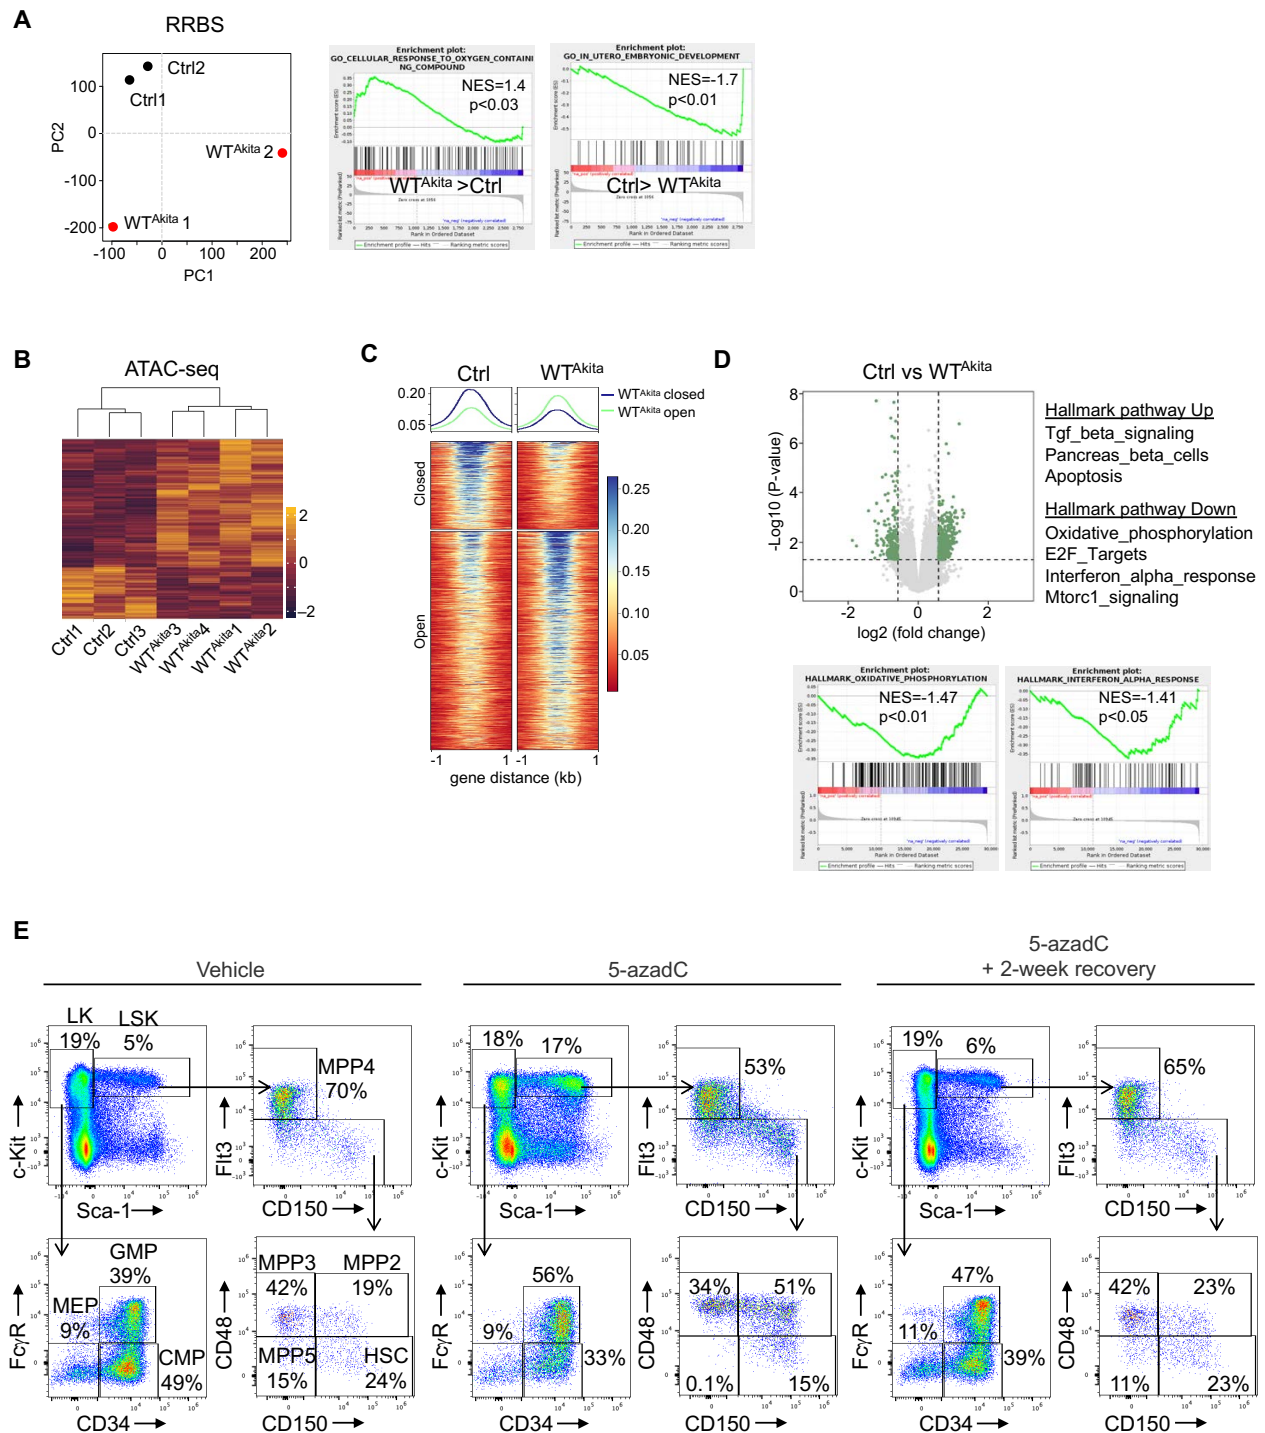

**Supplemental Figure 6. Epigenetic alterations in LSK cells isolated from Ctrl and WT<sup>Akita</sup> offspring. (A)** DNA methylation profiling by reduced representation bisulfite sequencing (RRBS) in LSK cells isolated from Ctrl and WT<sup>Akita</sup> offspring (n = 2). Right panel shows principal component analysis (PCA) visualization of the first two principal components of all differentially methylated genes. Left panel shows gene signatures differentially enriched in Ctrl and WT<sup>Akita</sup> offspring. **(B)** Heatmap of read counts of differentially accessible chromatin regions with  $\log_2FC > |0.58|$  and P-value  $< 0.05$  between Ctrl vs WT<sup>Akita</sup> offspring (n = 3-4/group). **(C)** Density map for differentially accessible chromatin regions with  $\log_2FC > |0.58|$  and P-value  $< 0.05$  between Ctrl vs WT<sup>Akita</sup> offspring showing  $\pm 1\text{kb}$  around the ATAC-seq peak center. **(D)** Volcano plot of differentially accessible chromatin regions for Ctrl vs WT<sup>Akita</sup> LSK cells. GSEA analysis and examples GSEA plot shows the negative enrichment of Oxidative Phosphorylation and Interferon alpha response pathways in WT<sup>Akita</sup> LSK cells. **(E)** Representative FACS plots showing BM HSPC compartments in WT<sup>STZ</sup> offspring treated with vehicle or 5-azadC, immediately after 4 weeks of treatment or 2 weeks of recovery (representative of 3).

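The Hallmark gene sets were not used here. Lists for the same themes, written from general knowledge before the data were examined, were compared at promoters, and since the study chose these themes on these samples their directions are not independent evidence. Relative to all promoters, the respiratory chain list was at 0.469 ± 0.025 (SD, n = 3) in Ctrl and 0.466 ± 0.021 (SD, n = 4) in WTAkita on the normalized log2 scale (exact permutation test, two-sided, p = 0.857). The interferon response list was at 0.140 ± 0.0084 (SD, n = 3) and 0.138 ± 0.014 (SD, n = 4) (exact permutation test, p = 0.83). Of its 57 measured genes, 39 were above 0 and 18 below, and none rose or fell at an adjusted p under 0.05 from limma or when adjusted over the list alone. The RNA sensor gene Ddx58 differed by 0.21 (standard error 0.14) and Cxcl10 by 0.20, and the interferon-induced genes Ifi44 and Oas1a by -0.12 and -0.10 (without 1 library, 0.12 to 0.29 for Cxcl10, -0.21 to -0.05 for Ifi44 and -0.18 to -0.01 for Oas1a). The adjusted p of the interferon list from camera was 0.910, and 0.984 with an estimated correlation.
Of the other themes, E2F targets (56 genes, 39 above 0) differed from all promoters by -0.0028, mTORC1 signaling (53 genes, 48 above 0) by 0.025, TGF-beta signaling (45 genes, 30 above 0) by -0.011, pancreatic beta cell genes (31 genes, 21 above 0) by 0.017 and apoptosis (55 genes, 41 above 0) by 0.020. No member of these 5 lists rose or fell at an adjusted p under 0.05 from limma or when adjusted over the list alone. Pcsk1, which encodes a prohormone convertase, was the beta cell gene farthest below 0, at -0.40 (standard error 0.16), and Pax6 the one farthest above, at 0.25 (0.03 to 0.35 with the regions redrawn without 1 library). The adjusted p from camera was 0.922, 0.405, 0.910, 0.910 and 0.666 in the same order, and 0.984 for each with an estimated correlation. In simulated data on these 81 respiratory chain genes, a shift of -0.1 was found by camera, with noise drawn independently for each gene.

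**Figure D2:**
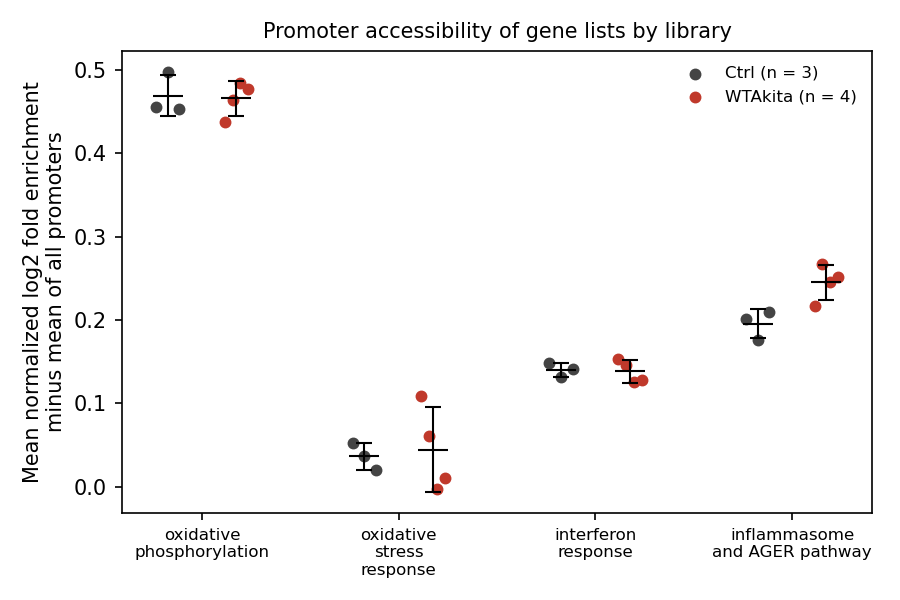
Mean normalized log2 fold enrichment of 4 gene lists minus the mean of all promoters (vertical axis), by list. Each point is 1 library, gray for Ctrl (n = 3) and red for WTAkita (n = 4), with the group mean and SD in black. For the respiratory chain the means are 0.469 and 0.466, and for the inflammasome list 0.195 and 0.245.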

**Table S2.** List of key resources

| REAGENT or RESOURCE                                  | Source                      | # Catalog    |
|------------------------------------------------------|-----------------------------|--------------|
| <b>Chemicals, peptides, and recombinant proteins</b> |                             |              |
| Recombinant mouse M-CSF                              | BioLegend                   | 576402       |
| Recombinant mouse IFN $\gamma$                       | BioLegend                   | 752802       |
| Lipopolysaccharide                                   | Millipore Sigma             | L2630        |
| Polyinosinic–polycytidylic acid sodium salt          | Millipore Sigma             | P1530        |
| D-glucose                                            | ThermoFisher Scientific     | A2494001     |
| Streptozocin (STZ)                                   | Millipore Sigma             | S0130        |
| 5-aza-2'-deoxycytidine                               | Selleckchem                 | S1200        |
|                                                      |                             |              |
| Gold Antifade mounting media /DAPI                   | ThermoFisher Scientific     | 536939       |
| Cytofix/Cytoperm                                     | BD biosciences              | 554655       |
| donkey serum                                         | Millipore Sigma             | D9663        |
| Foxo3 Antibody                                       | Millipore Sigma             | 07-1719      |
| goat anti-rabbit Antibody                            | ThermoFisher Scientific     | A11011       |
| Hoechst 33342                                        | ThermoFisher Scientific     | 62249        |
|                                                      |                             |              |
| DMEM media                                           | ThermoFisher Scientific     | 10-016-CV    |
| Fetal bovine Serum (FBS)                             | R&D Systems                 | S11550       |
| penicillin/streptomycin                              | ThermoFisher Scientific     | 15140122     |
| 0.05% Trypsin-EDTA                                   | ThermoFisher Scientific     | 25300-054    |
|                                                      |                             |              |
| 1X RIPA Lysis buffer                                 | Cell Signaling Technologies | 9806         |
| protease inhibitor cocktail                          | Roche                       | 04693159001  |
| phosphatase inhibitor cocktail                       | Roche                       | 046906837001 |
| 4× Laemmli sample buffer                             | Bio-Rad                     | 1610747      |
| DNMT1 Antibody                                       | Cell Signaling Technologies | 5032         |
| DNMT3A Antibody                                      | R&D System                  | MAB63151     |
| $\beta$ -ACTIN Antibody                              | Millipore Sigma             | A5441        |
| anti–mouse IgG, HRP-linked Antibody                  | Cell Signaling Technologies | 7076         |
| anti–rabbit IgG, HRP-linked Antibody                 | Cell Signaling Technologies | 7074         |
|                                                      |                             |              |
| SuperScript™ III First-Strand Synthesis System       | ThermoFisher Scientific     | 18080051     |
| SYBR™ Select Master Mix                              | ThermoFisher Scientific     | 4472908      |
|                                                      |                             |              |
| Control diet (13 Kcal% fat)                          | Lab Diets                   | 5010         |
| High fat diet (HFD) (60 Kcal% fat)                   | Research Diet               | D12492       |
|                                                      |                             |              |
| <b>Oligonucleotides</b>                              |                             |              |
| <i>Il1b</i> -Fw: tggcaactgttctgaactca                | IDT                         | N/A          |
| <i>Il1b</i> -Rev: gggctccgtcaactcaaagaac             | IDT                         | N/A          |
| <i>Tnf</i> -Fw: caaatggcctccctcatca                  | IDT                         | N/A          |
| <i>Tnf</i> -Rev: tgggctacaggctgtcac                  | IDT                         | N/A          |

|                                                   |                         |           |
|---------------------------------------------------|-------------------------|-----------|
| <i>I 6</i> -Fw: ccagaaaccgctatgaagttcc            | IDT                     | N/A       |
| <i>I 6</i> -Rev: gttgtcaccagcatcagtc              | IDT                     | N/A       |
| <i>Ccl2</i> -Fw: agcagcaggtgtccaaa                | IDT                     | N/A       |
| <i>Ccl2</i> -Rev: ttctggggtcagcacagac             | IDT                     | N/A       |
| <i>Tgfb1</i> -Fw: gctgcgcttcagagattaa             | IDT                     | N/A       |
| <i>Tgfb1</i> -Rev: gtaacgccaggaattgttgcta         | IDT                     | N/A       |
| <i>Actb</i> -Fw: ccctaaggccaaccgtgaaa             | IDT                     | N/A       |
| <i>Actb</i> -Rev: cagcctggatggctacgtac            | IDT                     | N/A       |
|                                                   |                         |           |
| <b>Software and algorithms</b>                    |                         |           |
| Prism 9                                           | GraphPad                | N/A       |
| FlowJo                                            | BD biosciences          | N/A       |
| Imaris and NIS 566 elements software              | Oxford Instrument       | N/A       |
| Photoshop CC                                      | Adobe                   | N/A       |
| BioRender.com                                     |                         | N/A       |
|                                                   |                         |           |
| <b>Experimental models:<br/>organisms/strains</b> |                         |           |
| C57BL/6J                                          | The Jackson Laboratory  | 000664    |
| B6.SJL-Ptprca Pepcb/BoyJ                          | The Jackson Laboratory  | 002014    |
| <i>Ins2</i> <sup>Akita/J</sup>                    | The Jackson Laboratory  | 003548    |
| <i>Apoe</i> <sup>-/-</sup>                        | The Jackson Laboratory  | 002052    |
| <i>Ager</i> <sup>-/-</sup>                        | The Jackson Laboratory  | 03277     |
| <i>Nlrp3</i> <sup>-/-</sup>                       | The Jackson Laboratory  | 02130     |
|                                                   |                         |           |
| <b>Other</b>                                      |                         |           |
| Polysine microscope slides                        | ThermoFisher Scientific | P4981-001 |
| 7900 HT Fast Real-Time PCR System                 | Applied Biosystems      | N/A       |
|                                                   |                         |           |

**Table S3.** List of Antibodies/reagents used for flow cytometry analysis

| Name          | Other names       | Clone                    | Fluorochrome    | Source                  | # Catalog  |
|---------------|-------------------|--------------------------|-----------------|-------------------------|------------|
| Ter119        | Ly-76             | TER119                   | Purified rat    | BioLegend               | 116202     |
| Mac1          | CD11b             | M1/70                    | Purified rat    | BioLegend               | 101202     |
| Gr1           | Ly-6C             | RB6-8C5                  | Purified rat    | BioLegend               | 108402     |
| B220          | CD45R             | RA-3-6B2                 | Purified rat    | BioLegend               | 103202     |
| CD5           |                   | 53-7.3                   | Purified rat    | BioLegend               | 100602     |
| CD3           |                   | 17A2                     | Purified rat    | BioLegend               | 100202     |
| CD4           |                   | GK1.5                    | Purified rat    | BioLegend               | 100402     |
| CD8           |                   | 53-6.7                   | Purified rat    | BioLegend               | 100702     |
| Ter119        | Ly76              | TER119                   | Biotin          | BD biosciences          | 51-09082J  |
| Mac1          | CD11b             | M1/70                    | Biotin          | BD biosciences          | 51-01712J  |
| Gr1           | Ly-6C             | RB6-8C5                  | Biotin          | BD biosciences          | 51-01212J  |
| B220          | CD45R             | RA-3-6B2                 | Biotin          | BD biosciences          | 51-01122J  |
| CD3           | CD3e              | 17A2                     | Biotin          | BD biosciences          | 51-01082J  |
| Goat Anti-Rat |                   | F(ab') <sub>2</sub> -IgG | PE-Cy5          | ThermoFisher Scientific | A10691     |
| Goat Anti-Rat |                   | F(ab') <sub>2</sub> -IgG | Efl660          | ThermoFisher Scientific | 50-4017-82 |
| Streptavidin  |                   |                          | BV711           | BioLegend               | 405241     |
| Streptavidin  |                   |                          | PE-Cy7          | BioLegend               | 405206     |
| Streptavidin  |                   |                          | efluor450       | ThermoFisher Scientific | 48-4317-82 |
| c-Kit         | CD117             | 2B8                      | APC-eFluor780   | ThermoFisher Scientific | 47-1171-82 |
| Sca-1         | Ly-6a/e           | D7                       | Pacific Blue    | BioLegend               | 108120     |
| Flt3          | CD135             | A2F10                    | Biotin          | ThermoFisher Scientific | 13-1351-85 |
| Flt3          | CD135             | A2F10                    | PE              | BioLegend               | 135305     |
| CD48          |                   | HM48-1                   | BV711           | BioLegend               | 103439     |
| CD48          |                   | HM48-1                   | PerCP-Cy5.5     | BioLegend               | 103422     |
| CD48          |                   | HM48-1                   | Alexa-Fluor647  | BioLegend               | 103416     |
| CD150         | Slamf1            | TC15-12F12.2             | PE              | BioLegend               | 115904     |
| CD150         | Slamf1            | TC15-12F12.2             | BV650           | BioLegend               | 115931     |
| CD34          | Mucosialin        | RAM34                    | FITC            | ThermoFisher Scientific | 11-0341-85 |
| FcγR          | CD16/32           | 93                       | BV510           | BioLegend               | 101333     |
| FcγR          | CD16/32           | 93                       | PerCP-eFluor710 | BioLegend               | 46-0161-82 |
| Ter119        |                   | Ter119                   | PE-Cy5          | ThermoFisher Scientific | 15-5921-82 |
| Mac1          | ITGAM, CR3, CD11b | M1/70                    | PE-Cy7          | ThermoFisher Scientific | 25-0112-81 |
| Gr1           | Ly6G/Ly6C         | RB6-8C5                  | BV421           | BioLegend               | 108433     |
| CD3ε          |                   | 1452C11                  | APC             | BioLegend               | 100236     |
| B220          | CD45R             | RA3-6B2                  | APC-eFluor780   | ThermoFisher Scientific | 47-0452-82 |
| Ly6G          |                   | 1A8                      | Pacific Blue    | BioLegend               | 127611     |
| Ly6C          |                   | HK1.4                    | PE              | BioLegend               | 128007     |

|                     |  |       |                |                            |            |
|---------------------|--|-------|----------------|----------------------------|------------|
| CD45.1              |  | A20   | Alexa-Fluor700 | BioLegend                  | 110724     |
| CD45.1              |  | A20   | BUV395         | BD biosciences             | 565212     |
| CD45.2              |  | 104   | FITC           | BioLegend                  | 109806     |
| CD45.2              |  | 104   | BUV797         | BD biosciences             | 612778     |
| Ki67                |  | 16-A8 | PE             | BioLegend                  | 652403     |
| LIVE/DEAD           |  |       | Zombie NIR     | BioLegend                  | 423105     |
| UltraComp<br>ebcads |  |       |                | ThermoFisher<br>Scientific | 01-2222-42 |

How the deposited data were processed for this re-analysis (not part of the article)

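ATAC-Seq was performed on LSK cells of 3 Ctrl and 4 WTAkita libraries. The authors trimmed the reads with Trim Galore 0.4.2 and cutadapt 1.9.1, aligned them to mm10 with Bowtie2 2.3.4.1, removed duplicates and called peaks per library with MACS2 (2.1.4 in the submitters' processing notes), with reads extended to 150 bp around the cut site and without a control library. The deposited fold enrichment is a ratio of the summit pileup to the local background of the same library, with a pseudocount of 1, and is not scaled between libraries. The deposited −log10 p-values and q-values test the summit against that background and depend on depth. The deposited score is 10 times the −log10 p and was not used further.

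From these values the summit pileup was solved for each peak and was whole, within 0.02, for over 99.98% of peaks in every library. The number of tags was estimated from the most frequent background level, an extension of 150 bp and an effective genome of 1870000000 bp, so it is an estimate. At these depths the median summit pileup was 39.0 to 53.0 tags. Lines that share a start and an end were counted as 1 peak, on the 19 autosomes, X and Y. A region counted as called in a library when its peaks covered at least 50% of it. Libraries were compared pairwise for duplicates. The mean chi-square of summit pileups was 1.24 to 1.93 for all pairs, above the 1 that sampling noise alone would give, so each library was counted once. Correlations between libraries were 0.919 to 0.953.

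Genes and start sites were taken from GENCODE for mm10. Regions called in all 7 libraries took the highest fold enrichment among the overlapping peaks, on a log2 scale, quantile-normalized and tested with limma 3.58.1 with trend in R 4.3.3, with Benjamini-Hochberg adjustment. No replicate block was used, since the study's methods name none. Gene lists, 19 in all, were tested with camera at a preset inter-gene correlation of 0.01, with fry beside it. For no list was the adjusted p under 0.05 from camera, with an estimated correlation or from fry (smallest adjusted p 0.305, 0.984 and 0.865). Group values of single measures were compared with exact permutation tests over the 35 splits of the libraries, two-sided. Overlaps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and were checked against bedtools 2.31.1, and GC content came from samtools 1.23.1.

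Named genes and regions followed a rule fixed before the data were examined: genes the paper names, the 10 regions in each direction with the largest moderated statistic among those in which the groups do not overlap, the 5 leading regions per direction called in a single group, and for each list the 2 members farthest above and the 2 farthest below 0. Only part of these are described. On simulated data for the comparison of WTAkita with Ctrl over 104800 regions, limma recovered 37 of 100 regions changed by 0.58 on the log2 scale and 90 of 100 changed by 1, with 12 false calls. Whether the simulated noise matches the spread between these libraries was not tested. These counts are therefore not read as the power of the real comparison. Alternatives covered the peak threshold, the overlap, the value of a peak, normalization, GC content, region width, the test, the start site window, the replicate block and each library left out in turn. With a library left out or another peak threshold, the consensus regions were redrawn. Further ones were chosen after the data were examined: summit pileup scaled by the number of tags, the median fold enrichment or peaks at Y-linked start sites as a covariate, values only from peaks sharing at least 50% of the shorter length, the 3 libraries of lowest median fold enrichment left out, and for gene lists also the summit pileup, the GC correction and an estimated correlation with libraries left out. RNA-seq and bisulfite sequencing were not analysed here.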

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

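Camera with an estimated correlation without each library and the alternatives with summit pileup scaled by tags, a covariate, values from peaks sharing at least 50%, or the 3 libraries of lowest median fold enrichment left out were chosen after the data were examined, as were summit pileup and the GC correction for gene lists. The cause of the changes was not tested unless a value is given for it. Values that round to 0.00 on the log2 scale were counted as having no direction. With a library left out or another peak threshold the consensus regions were redrawn, so a named gene or region can take its value from a changed region. Consensus counts, the promoter share and chromosome Y peaks kept within their limits. The difference in peaks per library, 699 with all libraries, was -1003 at a p under 1e-05, -1323 with every summit counted, and -1620 to 2910 without 1 library. The 410 regions called in a single group became 869 with the replicate block (only replicates 1 to 3), 869 to 1330 without 1 library and 4842 without the 3 libraries of lowest fold, where fewer libraries have to share a call by construction. Ctrl only, these were 525, 353 to 881 and 1777 (231 with all), and WTAkita only 344, 336 to 639 and 3065 (179 with all), with 109 at a p under 1e-05.

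Regions higher and lower at an adjusted p under 0.05 from limma, 1 and 4, were 2 and 6 with −log10 p, 2 and 7 with summit pileup, 0 and 0 in the upper 50% of regions by mean fold (692 and 1020 at an unadjusted p under 0.05), 0 and 3 with the GC correction, 0 and 2 without trend, 0 and 2 with the region-width correction, 0 and 2 at a p under 1e-05, 9 and 31 with summit pileup scaled by tags, 0 and 3 with median fold as a covariate, 0 and 0 with values from peaks sharing at least 50% (1813 and 2193 at an unadjusted p under 0.05), 0 and 3 with the Y-linked covariate and 5 and 8 without the 3 libraries of lowest fold. Without 1 library they ranged from 0 to 4 higher and from 1 to 8 lower: 2 and 3 without Ctrl replicate 1, 4 and 8 without Ctrl replicate 2, 0 and 1 without Ctrl replicate 3, 0 and 3 without WTAkita replicate 1, 1 and 3 without WTAkita replicate 2, 0 and 5 without WTAkita replicate 3, and 3 and 4 without WTAkita replicate 4. Summit pileup scaled by tags moved the median of all regions by -0.12.

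At the paper's thresholds, 143 higher and 168 lower became 1158 and 1049 with −log10 p, whose scale is wider, 244 and 256 with summit pileup, 10 and 10 in the upper 50% by mean fold, 66 and 71 at a p under 1e-05, 134 and 626 with summit pileup scaled by tags, and 629 and 535 without the 3 libraries of lowest fold. Without 1 library they ranged from 185 to 337 higher and from 217 to 404 lower.

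The replicate numbers were taken from the sample labels, and another name of Ctrl replicate 3 carries a different number. The numbers do not pair the libraries: deviations from the group means correlated at 0.205, 0.0266 and 0.0593 for the 3 shared numbers, and not every library correlated best with its own number. With the replicate block there were 1 higher and 2 lower regions at an adjusted p under 0.05, 219 and 307 at the paper's thresholds, and with the GC correction and the block 1 and 1, and 219 and 258. No gene list passed with the block.

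No gene list passed under any alternative except mature neutrophil and monocyte genes, at -0.13 relative to all promoters without Ctrl replicate 1 (1 list of 19) and -0.14 without the 3 libraries of lowest fold (1 of 19), both from camera at the preset correlation. With an estimated correlation, an alternative chosen after these results were seen, neither passed (adjusted p = 0.997 and 0.862), nor did any list whichever library was left out. Means relative to all promoters changed sign, none past the threshold, as follows. Glycolysis (0.01) was -0.03 with −log10 p, -0.02 with summit pileup, -0.03 scaled by tags and -0.01 to 0.02 without 1 library. Oxidative stress (0.01) was -0.02 with −log10 p, -0.01 with summit pileup, -0.02 scaled by tags, -0.01 with median fold as a covariate, -0.03 without the 3 libraries of lowest fold and -0.02 to 0.02 without 1 library. Cytokine and NF-kB genes (-0.01) were 0.02, TGF-beta signaling (-0.01) 0.01, beta cell genes (0.02) -0.01 and mature T, NK and B cell genes (-0.01) 0.01 with start sites within 5000 bp. TGF-beta signaling was 0.01 and chromatin regulators (0.01) -0.02 with the mean over all regions of a gene. mTORC1 signaling (0.03) was -0.01 scaled by tags. Chromatin regulators were -0.01 with −log10 p, summit pileup, scaled by tags and the GC correction, -0.02 without the 3 libraries of lowest fold and -0.01 to 0.02 without 1 library. Lymphoid-primed genes (0.01) were -0.01 with −log10 p, -0.02 with summit pileup, -0.02 scaled by tags and -0.01 to 0.04 without 1 library. Myeloid progenitor genes (0.02) were -0.01 with summit pileup and scaled by tags. Megakaryocyte and erythroid genes (-0.03) were 0.01 without the 3 libraries of lowest fold. Mature T, NK and B cell genes were 0.03 with −log10 p, 0.03 with summit pileup, 0.04 scaled by tags, 0.02 with the replicate block and -0.05 to 0.02 without 1 library (0.01 without Ctrl replicate 2 and 0.02 without WTAkita replicate 4).

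Of 75 named genes and regions, 56 kept their direction and their side of the threshold in every alternative. Most were far from the adjusted threshold with all libraries and were picked for separated groups or distance from 0. The count is therefore largely set by this choice and is no measure of robustness. Msra was 0.06 with the replicate block, 0.09 with the GC correction and the block, and -0.26 to 0.06 without 1 library. Tnfaip2, at 0.28 with all libraries, was -0.07 at a p under 1e-05 and -0.12 to 0.23 without 1 library, a range that 1 unchanged region cannot give. Dnmt3a was 0.04 with the replicate block and -0.06 to 0.04 without 1 library. Cd34 was -0.04 with −log10 p, -0.06 with summit pileup, -0.07 scaled by tags and -0.02 to 0.14 without 1 library. Casp1 was 0.05 and Il6 -0.08 without the 3 libraries of lowest fold, and Il6 -0.02 to 0.12 without 1 library. Ly6a was -0.13 to 0.01 without 1 library. Cd48 was -0.10 with −log10 p, -0.12 with summit pileup, -0.13 scaled by tags, -0.02 with median fold as a covariate, -0.17 without the 3 libraries of lowest fold and -0.04 to 0.11 without 1 library. With the regions redrawn without 1 library, Gata2 was -0.25 to 0.24 (0.21, 0.23 and 0.24 without Ctrl replicate 1, 2 and 3), Ccr9 -0.21 to 0.26 (0.11, 0.03 and 0.26 without Ctrl replicate 2, WTAkita replicate 1 and WTAkita replicate 2) and Mpo -0.31 to 0.01. In 1 unchanged region the 3 values of Gata2 would average to its difference of -0.16 with all libraries. They and the 0.26 of Ccr9 therefore do not show dependence on a library. Mmp9 was -0.01 with summit pileup and -0.02 scaled by tags. A region near Rac2, at 0.78 and not past the adjusted threshold with all libraries, passed at 1.22 with −log10 p, 0.77 with summit pileup and 0.96 without WTAkita replicate 4, and was 0.21 to 0.96 with the regions redrawn without 1 library. Of the 5 regions past the adjusted threshold, those in Notch4 and near Ermard did not pass whichever library was left out, the one in Pgs1 not without Ctrl replicate 1 or 3, the one in Fcho2 not without Ctrl replicate 3 or WTAkita replicate 1, and the one in Emp2 not without Ctrl replicate 3. With the regions redrawn without 1 library the region in Notch4 ranged from 0.31 to 1.36, the one in Fcho2 from -2.30 to -0.09, the one in Pgs1 from -1.22 to -1.11 and the one near Ermard from -0.92 to -0.79. No single library of the main regions accounts for the values of 0.31 and -0.09. The region in Notch4 was -0.23 at a p under 1e-05, and the one in Fcho2 0.03 there and with values from peaks sharing at least 50%. With the regions redrawn without 1 library, the one in Emp2 was -2.52 to 0.11 (0.11 without Ctrl replicate 3) and one near Camsap1 -1.03 to 0.03. No single library of the main regions accounts for 0.11 or 0.03. With values from peaks sharing at least 50%, the region near Camsap1 was 0.05. In the upper 50% by mean fold the values were 0.03 for Fcho2 and 0.04 for Pgs1. That setting only drops regions, so these values are not read as a change of the main regions. The median SD of a region within groups was 0.19 on the log2 scale. The mean chi-square of 1.24 to 1.93 between libraries lies above counting noise alone, and how much of the spread comes from the depth of 37600000 to 53100000 tags per library was not tested.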

Differences from the paper's values

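At the paper's thresholds, an unadjusted p under 0.05 and a log2 difference above 0.58 in size, the paper's share of regions that are more open in WTAkita is about 71% in Supplemental Figure 6C, read by eye. The share found here was 46.0% (143 higher and 168 lower). The paper tested read counts under peaks, and the values here are ranks of fold enrichment. Among the alternatives set before the data were examined, the share came within 1.5 times the paper's with −log10 p as the value (52.5%), summit pileup (48.8%), median centring (60.8%), the upper 50% of regions by mean fold (50.0%), a GC correction (49.6%), a region-width correction (49.6%) and a p under 1e-05 (48.2%), and without Ctrl replicate 2 (48.4%), Ctrl replicate 3 (49.8%), WTAkita replicate 1 (54.1%) or WTAkita replicate 2 (48.9%). It did not with autosomes only (45.8%), the replicate block (41.6%), the GC correction with the block (45.9%), limma without trend (47.1%), limma robust (46.9%) or a q under 0.05 (46.1%), nor without Ctrl replicate 1 (40.0%), WTAkita replicate 3 (36.4%) or WTAkita replicate 4 (42.1%). Of the alternatives chosen after the values were seen, the median fold enrichment as a covariate (54.9%), values from peaks sharing at least 50% (48.6%) and leaving out the 3 libraries of lowest median fold enrichment (54.0%) came within 1.5 times, and summit pileup scaled by the number of tags (17.6%) and the Y-linked covariate (46.2%) did not. How many of the paper's own regions each drops is not known here. The limit of 1.5 times does not test direction: a share below 50% means more regions lower than higher in WTAkita, unlike in the paper. For alternatives set beforehand, the share exceeded 50% only with −log10 p (52.5%), median centring (60.8%) and without WTAkita replicate 1 (54.1%). For those chosen afterwards, it did so only with the median fold covariate (54.9%) and without the 3 libraries of lowest fold (54.0%).

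The paper states that accessibility was lower in WTAkita for metabolism, oxidative stress and inflammation genes. It assigned peaks to the nearest or overlapping gene. Unless another setting is named, the values here cover promoters only, within 1000 bp of a start site. Regions not called in all 7 libraries were left out. The values therefore do not test the regions that the paper's statement rests on. Here no list of these themes passed the adjusted test, and the mean log2 difference was 0.024 for the respiratory chain, 0.052 for the tricarboxylic acid cycle, 0.036 for glycolysis, 0.035 for oxidative stress, 0.025 for the interferon response, 0.015 for cytokine and NF-kB genes and 0.077 for the inflammasome list, against 0.027 over all promoters. The sign of these means depends on the value and its scaling. In the same order they were -0.01, 0.03, -0.02, -0.01, -0.01, 0.00 and 0.08 with −log10 p as the value, and -0.14, -0.12, -0.15, -0.14, -0.15, -0.13 and -0.09 with summit pileup scaled by the number of tags, chosen after the data were examined, where the median of all promoters was -0.13. Supplemental Figure 6D names 4 Hallmark sets as lower and 3 as higher. With the lists used here, which are not the Hallmark sets, 2 of the 7 had the paper's direction relative to all promoters, pancreatic beta cell genes at 0.017 and apoptosis at 0.020. The respiratory chain (-0.0030), the interferon response (-0.0022) and E2F targets (-0.0028) round to 0.00 and were counted as having no direction. The other 2 had the opposite direction: mTORC1 signaling was at 0.025, where the paper has it lower, and TGF-beta signaling at -0.011, where the paper has it higher. The directions of 3 of these 4 lists turned among the alternatives: beta cell genes were at -0.0076 with start sites within 5000 bp, TGF-beta signaling at 0.011 with these start sites and 0.0064 with the mean over all regions of a gene, and mTORC1 signaling at -0.011 with summit pileup scaled by tags. The 3 lists without a direction had the paper's direction with −log10 p as the value. They were at -0.015 for the respiratory chain, -0.021 for the interferon response and -0.017 for E2F targets. There beta cell genes (0.037) and apoptosis (0.015) kept the paper's direction, mTORC1 signaling was at 0.0008 and TGF-beta signaling stayed opposite at -0.016. With the mean over all regions of a gene the respiratory chain was at 0.015, opposite to the paper. No setting that was run took any of these 7 lists past the adjusted threshold.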

Other observations

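Lists of hematopoietic cell types, fixed before the data were examined, were compared at promoters in the same way. Of 25 stem cell genes 14 were above 0, of 16 lymphoid-primed genes 10, of 19 myeloid progenitor genes 15 and of 17 megakaryocyte and erythroid genes 11, and no member of these lists passed at an adjusted p under 0.05 from limma or when adjusted over the list alone. The adjusted p from camera was 0.910, 0.922, 0.910 and 0.630 in the same order. The promoter of Slamf1, the gene of the stem cell marker CD150, differed by 0.28 (standard error 0.18; 0.12 to 0.47 without 1 library), that of Flt3, a marker of lymphoid-primed progenitors, by 0.13 (standard error 0.10; 0.05 to 0.18), that of Rag1, a recombinase of lymphocytes, by 0.39 (standard error 0.15) and that of Blnk by 0.24 (standard error 0.14). Members below 0 were the stem cell genes Gata2 at -0.16 and Gfi1b at -0.08 and the lymphoid-primed genes Lsp1 at -0.17 and Ccr9 at -0.09, and of the myeloid genes Fcgr3 was at 0.18, Ly6c2 at -0.17 and Mpo at -0.14. With the regions redrawn without 1 library Gata2 ranged from -0.25 to 0.24, Gfi1b from -0.13 to -0.05, Lsp1 from -0.22 to -0.10, Ccr9 from -0.21 to 0.26, Fcgr3 from 0.10 to 0.26, Ly6c2 from -0.24 to -0.10 and Mpo from -0.31 to 0.01. The upper ends for Gata2 and Ccr9 lie beyond what the loss of 1 library can give in an unchanged region. Kit, Cd34 and Ly6a, which encodes Sca-1, differed by 0.08, 0.06 and -0.06 (without 1 library, 0.00 to 0.13 for Kit, -0.02 to 0.14 for Cd34 and -0.13 to 0.01 for Ly6a).

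Genes of mature cells that a lineage-negative gate removes gave the smallest p of the 19 lists. Of 10 mature neutrophil and monocyte genes, 4 were above 0 and 6 below, with a mean of -0.044 and -0.071 relative to all promoters, at p = 0.0172 and adjusted p = 0.305 from camera and adjusted p = 0.984 with an estimated correlation. Mmp8, a neutrophil collagenase, differed by -0.36 (standard error 0.16) and Mmp9 by 0.09 (0.02 to 0.16 without 1 library and -0.02 with summit pileup scaled by tags). Without Ctrl replicate 1 the adjusted p was 0.00366 from camera, with -0.13 relative to all promoters, and without the 3 libraries of lowest median fold enrichment it was 0.00377, with -0.14. With an estimated correlation, fitted after these results were seen, both were lost (adjusted p = 0.997 and 0.862 with an estimated correlation). Of 11 genes of mature T, NK and B cells, 7 were above 0 and 4 below (adjusted p = 0.910 from camera), with Bcl11b, a T-lineage factor, at -0.33 (standard error 0.11, adjusted p = 1.00 from limma) and lower in all 4 WTAkita than in all 3 Ctrl libraries, and Klrb1c at 0.23 (0.18 to 0.35 without 1 library). Of further genes the paper names, Tlr2, Il6 and Tnf differed by 0.16, 0.06 and -0.12 and Cd48 by 0.01, with an adjusted p of 1.00 from limma for each (without 1 library, 0.05 to 0.25 for Tlr2, -0.02 to 0.12 for Il6, -0.18 to -0.05 for Tnf and -0.04 to 0.11 for Cd48).

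The labels do not give the sex of the mice. The lists held 81, 123 and 106 peaks on chromosome Y in Ctrl and 67, 115, 112 and 79 in WTAkita. Peaks at the start sites of Kdm5d, Uty, Ddx3y and Eif2s3y were present in Ctrl replicates 2 and 3 and WTAkita replicates 2 and 3, and in none of Ctrl replicate 1, WTAkita replicate 1 and WTAkita replicate 4. With this difference as a covariate, 0 regions were higher and 3 lower at an adjusted p under 0.05 from limma, and 1851 and 2088 at an unadjusted p under 0.05.

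The tests of the first principal component, of touching peaks and, for gene lists, of other splits were chosen after the results were seen; the counts of regions over other splits were planned, but what would count for or against chance was written down only afterwards. The libraries spread along the first principal component. The spread followed the median fold enrichment of the shared regions (Pearson r = -0.9676, permutation p = 0.0119 and adjusted p = 0.0238 over 2 relations; Spearman rho = -0.75, permutation p = 0.0663; Pearson r = -0.962 without the 2 libraries farthest from the median), so a difference in enrichment over background is a candidate explanation. The number of tags gave Pearson r = 0.4199 (permutation p = 0.342; Spearman rho = 0.25, permutation p = 0.595; Pearson r = 0.0514 without the 2 farthest), and 7 libraries are too few to exclude depth. The libraries spread within each group, from -29.5 to 21.9 in Ctrl and from -25.2 to 69.9 in WTAkita. Maternal diabetes alone would not give a spread within a group. With 3 and 4 libraries, the test of the group means (exact permutation p = 0.6857) cannot exclude that it contributes. Enrichment was not separated from GC content. The correlation with GC content was 0.25 in WTAkita replicate 1, 0.15 in Ctrl replicate 1 and 0.06 in WTAkita replicate 2. It was below 0 in the libraries at the lower end of the component, and its relation to the component was not tested. With the median fold enrichment as a covariate, 0 regions were higher and 3 lower at an adjusted p under 0.05 from limma.

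The 5 regions past the adjusted threshold all border a stronger peak. With values only from peaks that share at least 50% of the shorter length, 0 of the 5 remained past the threshold (smallest adjusted p 1.00 from limma, with 4006 regions at an unadjusted p under 0.05), so a neighbouring peak that shares less than this with the region is a candidate explanation for all 5. Of the 311 regions at the paper's thresholds, 71 had such a value, and 245 regions met these thresholds without them. Differences between the groups in where a broad site is split into peaks were not tested.

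Chance cannot be excluded for the counts of regions by regrouping the libraries. The 410 regions called in a single group were reached or passed by 29 of the 35 splits into 3 and 4, the real one included, with up to 1039 in another. The 5 regions at an adjusted p under 0.05 were reached by 4 of 35, with up to 8 in another, and the 311 regions at the paper's thresholds by 25 of 35, with up to 754 in another. For gene lists past the threshold the comparison decides nothing, since the real count of 0 is reached by all 35 splits by construction (up to 2 in another). A camera p as small as the real one was found in 33 of 35 splits for the respiratory chain list and in 23 of 35 for the interferon list, with the largest −log10 p of the other splits at 1.2818 and 0.6831. The split with the most regions in a single group and at the paper's thresholds sets Ctrl replicate 1, WTAkita replicate 1 and WTAkita replicate 2 against the rest, the 3 libraries of lowest median fold enrichment, and it gave 16105 regions at an unadjusted p under 0.05 against 3971 for the real groups. This points to a structure of the libraries other than the groups.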
